# TBPL2/TFIIA complex establishes the maternal transcriptome through oocyte-specific promoter usage

**DOI:** 10.1038/s41467-020-20239-4

**Published:** 2020-12-22

**Authors:** Changwei Yu, Nevena Cvetesic, Vincent Hisler, Kapil Gupta, Tao Ye, Emese Gazdag, Luc Negroni, Petra Hajkova, Imre Berger, Boris Lenhard, Ferenc Müller, Stéphane D. Vincent, László Tora

**Keywords:** Transcription factors, Developmental biology, Transcription

## Abstract

During oocyte growth, transcription is required to create RNA and protein reserves to achieve maternal competence. During this period, the general transcription factor TATA binding protein (TBP) is replaced by its paralogue, TBPL2 (TBP2 or TRF3), which is essential for RNA polymerase II transcription. We show that in oocytes TBPL2 does not assemble into a canonical TFIID complex. Our transcript analyses demonstrate that TBPL2 mediates transcription of oocyte-expressed genes, including mRNA survey genes, as well as specific endogenous retroviral elements. Transcription start site (TSS) mapping indicates that TBPL2 has a strong preference for TATA-like motif in core promoters driving sharp TSS selection, in contrast with canonical TBP/TFIID-driven TATA-less promoters that have broader TSS architecture. Thus, we show a role for the TBPL2/TFIIA complex in the establishment of the oocyte transcriptome by using a specific TSS recognition code.

## Abstract (web summary)

The vertebrate TATA-binding protein (TBP) paralogue (TBPL2) is only expressed in growing oocytes, where TBP is absent. Here the authors highlight a unique role for the TBPL2/TFIIA complex in the establishment of the oocyte transcriptome by using a specific TSS recognition code.

## Introduction

Regulation of transcription initiation by RNA polymerase II (Pol II) is central to all developmental processes. Pol II transcription requires the stepwise assembly of multiprotein complexes called general transcription factors (GTFs) and Pol II^1^. The evolutionary conserved TFIID complex plays a major role in transcription initiation as it is the first GTF to initiate the assembly of the pre-initiation complex (PIC) by recognising the core promoter^2^. TFIID is a large multiprotein complex composed of the TATA box-binding protein (TBP) and 13 TBP-associated factors (TAFs) in metazoa^3^. The model suggesting that transcription is always regulated by the same transcription complexes has been challenged in metazoans by the discovery of cell-type-specific complexes containing specialised GTF-, TBP- or TAF-paralogs^4^. Two TBP paralogues have been described in vertebrates: TBPL1 (TBP-like factor; TLF, also known as TRF2) has been identified in all metazoan species^5–10^, while TBPL2 (also known as TRF3 or TBP2) has only been described in vertebrates^11,12^. Remarkably, while *Tbpl1* and *Tbpl2* mutants display embryonic phenotypes in non-mammalian species^7–10,12,13^, *Tbpl1* and *Tbpl2* loss of function in mouse results in male and female sterility, respectively^14–16^, suggesting that in mammals, these two TBP-like proteins are involved in cell-specific transcription. While TBPL2 shares a high degree of identity (92%) within the conserved saddle-shaped C-terminal DNA-binding core domain of TBP^17^, the C-terminus of TBPL1 is more distant with only 42% identity^12^. As a consequence TBPL2, but not TBPL1, is able to bind canonical TATA box sequences in vitro^5,12,18^. The N-terminal domains of the three vertebrate TBP-related factors do not show any conservation. All three vertebrate TBP-related factors can interact with the GTFs TFIIA and TFIIB, and can mediate Pol II transcription initiation in vitro^12,13,18–20^. However, how alternative initiation complexes form, how they regulate cell-type-specific transcription and how they recognise promoter sequences remain unknown.

Mapping of the transcription start sites (TSSs), at single nucleotide by Cap Analysis of Gene Expression (CAGE) revealed two main modes for transcription start site (TSS) usage^21^. Transcription initiation within a narrow region, called “sharp” (or focused) TSS-type, is common in highly active, tissue-specific gene promoters containing TATA boxes. While transcription initiation with multiple initiation positions within an about 100 bp region, called “broad” TSS promoter architecture^21^, is more characteristic to ubiquitously expressed and developmentally regulated genes (reviewed in ref. ^22^). During zebrafish maternal to zygotic transition, it was described that two TSS-defining grammars coexist, in core promoters of constitutively expressed genes to enable their expression in the two regulatory environments^23^. Maternally active promoters in zebrafish tend to be sharp, with TATA-like, AT-rich (W-box) upstream elements guiding TSS selection, while embryonically active broad promoter architectures of the same genes appear to be regulated by nucleosome positioning. Although a number of germ cell-specific, as well as somatic transcriptional regulators, have been well characterised during folliculogenesis (reviewed in ref. ^24^), the exact actors and mechanisms required for setting up the oocyte-specific transcriptome have not yet been identified in vertebrates.

Female germ cells develop during oogenesis leading to the formation of a highly differentiated and specialised cell, the oocyte. In females, oocytes enter meiosis during embryonic life. Quiescent primordial follicles composed of meiotically arrested oocytes at the late diplotene stage and surrounded by granulosa cells are formed perinatally in mice (reviewed in ref. ^24^). Shortly after birth, some primordial follicles enter folliculogenesis and undertake a growth phase during which a specific oocyte-specific transcriptome is set up, and oocytes increase their size until the pre-antral follicular stage^25^. A remarkable feature of oocytes is the very high expression of retrotransposons driven by Pol II transcription. These elements are interspersed with repetitive elements that can be mobile in the genome. One of the three major classes of retrotransposons in mammals is the long terminal repeat (LTR) retrotransposons derived from retroviruses, also known as endogenous retroviruses (ERVs) that is subdivided in three sub-classes: ERV1, ERVK and endogenous retrovirus-like ERVL-MaLR (mammalian apparent LTR retrotransposons) (reviewed in ref. ^26^). Transcription of mobile elements in specific cell types depends on the presence of a competent promoter recognition transcription machinery and/or the epigenetic status of the loci where these elements have been incorporated. Remarkably, MaLRs encode no known proteins, but MaLR-dependent transcription is key in initiating synchronous developmentally regulated transcription to reprogramme the oocyte genome during growth^27^.

Remarkably, during oocyte growth, TBP protein is absent and replaced by TBPL2^28^. Indeed, TBP is only expressed up to the primordial follicular oocytes and becomes undetectable at all subsequent stages during oocyte growth. In contrast, TBPL2 is highly expressed in the growing oocytes, suggesting that TBPL2 is replacing TBP for its transcription initiating functions during folliculogenesis^28^. In agreement with its oocyte-specific expression, a crucial role of TBPL2 for oogenesis was demonstrated in *Tbpl2*^*−/*−^ females, which show sterility due to defect in secondary follicle production^16,29^. In the absence of TBPL2, immunofluorescent staining experiments showed that elongating Pol II and histone H3K4me3 methylation signals were abolished between the primary and secondary follicle stage oocytes, suggesting that Pol II transcription was impaired^16^. Initially, TBPL2/TRF3 was suggested to be expressed during muscle differentiation^30^, but this observation was later invalidated^16,29^. Altogether, the available data suggested that TBPL2 is playing a specialised role during mouse oocyte development. However, how does TBPL2 regulate oocyte-specific transcription and what is the composition of the associated transcription machinery, remained unknown.

Here, we demonstrate that in oocytes TBPL2 does not assemble into a canonical TFIID complex, while it stably associates with TFIIA. The observation that the oocyte-specific deletion of *Taf7*, a TFIID-specific TAF, does not influence oocyte growth and maturation, corroborates the lack of TFIID in growing oocytes. Our transcriptomics analyses in wild-type and *Tbpl2*^−*/*−^ oocytes show that TBPL2 mediates transcription of oocyte-expressed genes, including mRNA destabilisation factor genes, as well as MaLR ERVs. Our transcription start site (TSS) mapping from wild-type and *Tbpl2*^*−/−*^ growing oocytes demonstrates that TBPL2 has a strong preference for TATA-like motif in gene core promoters driving specific sharp TSS selection. This is in marked contrast with TBP/TFIID-driven TATA-less gene promoters in preceding stages that have broad TSS architecture. Our results show a role for the TBPL2-TFIIA transcription machinery in a major transition of the oocyte transcriptome mirroring the maternal to zygotic transition that occurs after fertilisation, completing a full germline cycle.

## Results

### Oocyte-specific TBPL2/TFIIA complex distinct from TFIID

To characterise TBPL2-containing transcription complexes, we prepared whole-cell extracts (WCE) from 14 days postnatal (P14) mouse ovaries and analysed TBPL2-associated proteins by anti-mTBPL2 immunoprecipitation (IP) coupled to label-free mass spectrometry (Fig. 1a and Supplementary Fig. 1a, b). To determine the stoichiometry of the composition of the immunoprecipitated complexes, normalised spectral abundance factor (NSAF) values were calculated^31^. In the anti-TBPL2 IPs, we identified TFIIA-αβ and TFIIA-γ subunits as unique GTF subunits associated with TBPL2 (Fig. 1a and Supplementary Data 1). As ovaries contain many other non-oocyte cell types that express TBP, in parallel from the same extracts we carried out an anti-TBP IP. The mass spectrometry of the anti-TBP IP indicated that TBP assembles into the canonical TFIID complex in non-oocyte cells (Fig. 1b and Supplementary Data 2). As growing oocytes represent only a tiny minority of ovary cells, we further tested the TBPL2-TFIIA interaction by a triple IP strategy (Fig. 1c): first, we depleted TAF7-containing TFIID complexes with an anti-TAF7 IP; second, the remaining TFIID and SAGA complexes, which contain also shared TAFs^32^, were depleted with an anti-TAF10 IP using the anti-TAF7 IP flow-through as input; third, we performed an anti-TBPL2 IP on the anti-TAF7/anti-TAF10 flow-through fraction (Fig. 1d–f and Supplementary Data 3). The analysis of this third consecutive IP further demonstrated that TBPL2 forms a unique complex with TFIIA-αβ, and TFIIFA-γ, but without any TFIID subunits.

**Fig. 1:**
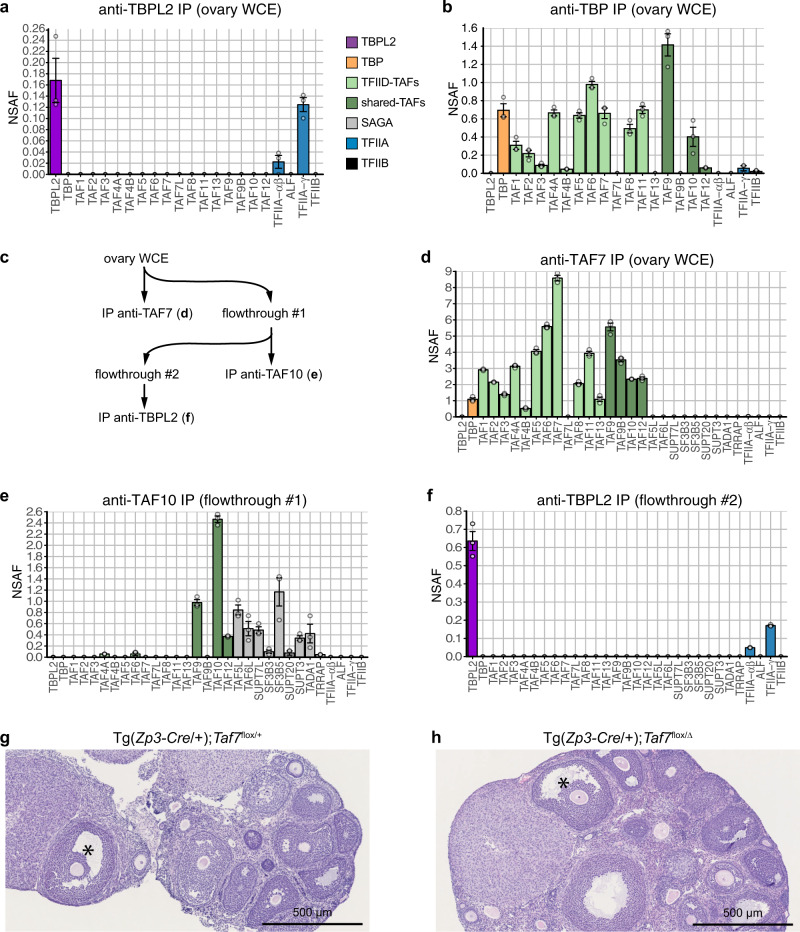
TBPL2 does not assemble in a TFIID-like complex in growing oocytes. **a** Anti-TBPL2 immunoprecipitation followed by mass spectrometry (IP-MS) analysis from three biological replicates of mouse ovarian whole-cell extracts (WCE). The colour code for the different proteins or complexes is indicated on the right. NSAF; normalised spectral abundance factor. **b** Anti-TBP IP-MS from ovarian WCE (three technical triplicates). The colour code is the same as in (**a**). **c**–**f** Sequential IP-MS experiment from ovarian WCE (three technical triplicates). The strategy of the sequential immunoprecipitation (**c**), anti-TAF7 IP-MS (**d**), followed by an anti-TAF10 IP-MS (**e**) and then an anti-TBPL2 IP-MS (**f**). The colour code is the same as in (**a**). **g**, **h** Representative views of haematoxylin and eosin-stained ovaries sections from control (**g**) and oocyte-specific *Taf7* mutant (Tg(*Zp3-Cre*/+);*Taf7*^flox/∆^, **h**) ovaries (analyses of three sections from three biological replicates). The presence of antral follicles is indicated by an asterisk. Scale bars: 500 µm. In (**a**, **b**, **d**–**f**) grey dots indicate replicates and error bars, +/− standard error of the mean.

To further analyse the requirement of TFIID during oocyte growth, we carried out a conditional depletion of the TFIID-specific *Taf7* gene during oocyte growth using the *Zp3-Cre* transgenic line^33^ (Supplementary Fig. 1c–g). Remarkably, TAF7 is only detected in the cytoplasm of growing oocytes (Supplementary Fig. 1c). The oocyte-specific deletion of *Taf7* did not affect the presence of secondary and antral follicles and the numbers of collected mature oocytes after superovulation (Fig. 1g, h and Supplementary Fig. 1f). The lack of phenotype is not due to an inefficient deletion of *Taf7*, as TAF7 immunolocalization is impaired (Supplementary Fig. 1d, e), and as oocyte-specific *Taf7* mutant females are severely hypofertile (Supplementary Fig. 1g). The observations that TBP is not expressed in growing oocytes, and that the oocyte-specific deletion of *Taf7* abolishes the cytoplasmic localisation of TAF7, but does not influence oocyte growth, show that canonical TFIID does not assemble in the nuclei of growing oocytes. Thus, our results together demonstrate that during oocyte growth a stable TBPL2-TFIIA complex forms, and may function differently from TBP/TFIID.

In order to further characterise the composition of the TBPL2-TFIIA complex, we took advantage of NIH3T3 cells artificially overexpressing TBPL2 (NIH3T3-II10 cells^28^). In this context where TBP and TAFs are present, TFIID is efficiently pulled down by an anti-TBP IP, but no interaction with TFIIA could be detected (Fig. 2b). Interestingly, the anti-TBPL2 IP showed that the artificially expressed TBPL2 can incorporate in TFIID-like complexes as TAFs were co-IP-ed (Fig. 2a); however, with much lower stoichiometry (NSAF values) than that of TBP (Fig. 2b). In contrast, strong interaction with TFIIA-αβ and TFIIFA-γ were detected, suggesting that the TBPL2-TFIIA complex can be formed in the NIH3T3-II10 cells and that TBPL2, to the contrary to TBP has the intrinsic ability to interact with TFIIA. Remarkably, in spite of the high similarity between the core domains of TBP and TBPL2, no interaction with Pol I-associated SL1 (TAF1A-D) and Pol III-associated TFIIIB (BRF1) complexes^34^ could be detected in the anti-TBPL2 IPs either in NIH3T3-II10 cells or in ovary WCEs (Fig. 2a and Supplementary Data 1). In contrary, in the same extracts TBP associates with these Pol I and Pol III complexes (Fig. 2b and Supplementary Data 2), suggesting that TBPL2 is not involved in Pol I and Pol III transcription initiation in the growing oocytes.

**Fig. 2:**
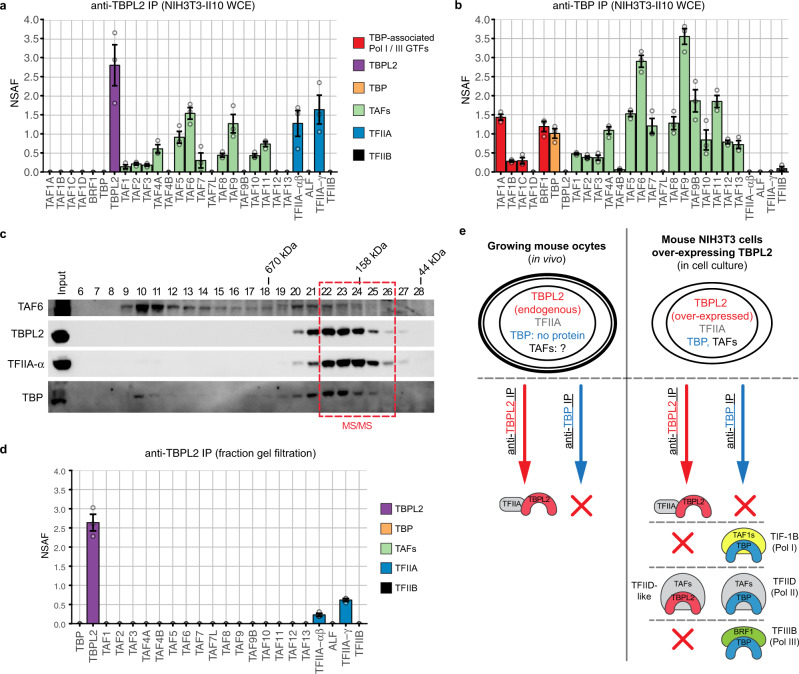
TBPL2 assembles into a TBPL2/TFIIA and TFIID-like complexes in NIH3T3 cells overexpressing TBPL2. **a** Anti-TBPL2 immunoprecipitation followed by mass spectrometry (IP-MS) analysis (three technical replicates) of NIH3T3 overexpressing TBPL2 (NIH3T3-II10) whole-cell extracts (WCE). The colour code for the different proteins or complexes is indicated on the right. **b** Anti-TBP IP-MS analysis (three technical replicates) of NIH3T3-II10 WCE. Colour legend for the different proteins is the same as in (**a**). **c** Western blot of a Superose 6 gel filtration analysis of NIH3T3-II10 WCE probed with anti-TAF6 (top panel), anti-TBPL2 and anti-TFIIA-α (middle panels) and anti-TBP (bottom panel) antibodies. Fraction numbers are shown above each lane, and the elution of known molecular mass markers is indicated above the panels. The pooled fractions used for mass spectrometry analysis are indicated in red. **d** Anti-TBPL2 IP-MS analysis (three technical replicates) of the gel filtration fraction indicated in (**c**). The colour code for the different proteins or complexes is indicated on the right. NSAF normalised spectral abundance factor. **e** Schematic representation of the fundamental differences existing between TBPL2- and TBP-containing complexes in growing oocytes and NIH3T3-II10 cells. In (**a**, **b**, and **d**) grey dots indicate replicates and error bars, +/− standard error of the mean.

To analyse whether TBPL2 associates with TFIID TAFs and TFIIA in the same complex, we performed a gel filtration analysis of NIH3T3-II10 WCE. The profile indicated that most of the TBPL2 and TFIIA could be found in the same fractions (22–26) eluting around 150–200 kDa, while TBPL2 protein was below the detection threshold of the western blot assay in the TAF6-containing fractions 9–15 (Fig. 2c). To verify that TBPL2 and TFIIA are part of the same complex in fractions 22–26, we IP-ed TBPL2 from these pooled fractions and subjected them to mass spectrometric analysis. Our data confirmed that in these fractions eluting around 170 kDa, TBPL2 and TFIIA form a stable complex that does not contain any TAFs (Fig. 2d and Supplementary Data 4). Thus, all these experiments together demonstrate that TBPL2/TFIIA form a stable complex in oocytes, where TBP is not expressed and TBPL2/TFIIA is the only promoter recognising transcription complex that could direct Pol II transcription initiation (see the summary of all the IPs in Fig. 2e).

### TBPL2-dependent oocyte transcriptome

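Growing mouse oocytes lacking *Tbpl2*, which encodes the oocyte-specific TBP paralogue TBPL2, were compared with WT oocytes at 2 ages. The P7 oocytes came from primary follicles and the P14 oocytes from secondary follicles, and they were selected by size. Each of the 4 groups (P7 WT, P7 *Tbpl2*-/-, P14 WT and P14 *Tbpl2*-/-) held 3 libraries from separate pools of oocytes, named as biological replicates 1, 2 and 3. The pools held 350 to 400 oocytes for P7 WT, 251 to 340 for P7 *Tbpl2*-/-, 144 to 260 for P14 WT and 130 to 214 for P14 *Tbpl2*-/-.

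The amount of RNA written on the sample labels was 17.7 ± 5.15 pg per oocyte in P7 *Tbpl2*-/- and 16.9 ± 5.77 pg in P7 WT (mean ± SD, n = 3). At P14 it was 40.4 ± 17.3 pg in *Tbpl2*-/- and 23.9 ± 5.20 pg in WT. Neither difference passed a two-sided exact permutation test of the group labels (p = 0.8 at P7 and p = 0.3 at P14), whose smallest possible p with 3 against 3 pools is 0.1. The sign of the P7 difference, 0.782 pg, turned when a single pool was left out: it was −1.41 pg without P7 WT replicate 1, −0.290 pg without P7 WT replicate 3 and −1.93 pg without P7 *Tbpl2*-/- replicate 3. The P14 difference, 16.5 pg, ran from 10.3 pg without P14 *Tbpl2*-/- replicate 3 to 26.4 pg without P14 *Tbpl2*-/- replicate 1 (exact permutation p = 0.5 and 0.1).

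Polyadenylated RNA was copied and amplified with SMART-Seq v4 and sequenced as single reads of 50 bases, so the libraries record neither strand nor the number of starting molecules. Counts assigned to genes ran from 31467610 to 48030724 per library. A few oocyte RNAs held a large share of them: the 10 most abundant genes took 8.52 ± 0.298% of the counts in P7 WT and 4.78 ± 0.0549% in P7 *Tbpl2*-/-, and 6.91 ± 0.214% and 4.07 ± 0.399% at P14. Because a fall of such abundant RNAs raises the share of every other RNA, each library was scaled by TMM, a factor for the composition of the library. The factors were 0.935 ± 0.0286 and 1.13 ± 0.0244 in P7 WT and *Tbpl2*-/-, and 0.841 ± 0.0274 and 1.12 ± 0.0027 at P14.

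Of 55450 genes in the table of counts, 17715 had enough counts to be tested. A gene was called lower or higher in *Tbpl2*-/- when the adjusted p of edgeR's quasi-likelihood F test was at most 0.05 and the change was more than 2-fold. Means and SDs of single genes are of normalised counts over 3 libraries. The 23 gene lists used below were written from general knowledge before the counts were examined, and their members are called lower or higher on the adjusted p alone. Gene coordinates are on GRCm38 (mm10).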

To characterise the growing oocyte-specific transcriptome and its dependence on TBPL2, we have performed a transcriptomic analysis of wild-type (WT) and *Tbpl2*^*−/*−^ oocytes isolated from primary (P7) and secondary (P14) follicles (Figs. 3, 4 and Supplementary Fig. 2, Supplementary Data 5). 

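*Tbpl2* RNA was reduced in each *Tbpl2*-/- library. At P14 its normalised count was 83.3, 81.9 and 75.3 in *Tbpl2*-/- replicates 1, 2 and 3, and 2110.2, 2442 and 1900.5 in WT replicates 1, 2 and 3. At P7 it was 117, 75.2 and 99.9 in *Tbpl2*-/- and 3090.2, 3317 and 3027 in WT. The 2 oocyte growth factors *Bmp15* and *Gdf9* fell with it, and so did most of the RNAs through which a growing oocyte builds its zona pellucida, its cytoplasmic lattices and its maternal store.

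The gene of the deleted paralogue, *Tbpl2* (ENSMUSG00000061809, 2:24071721–24096595), went from 2151 ± 273 to 80.2 ± 4.27 normalised counts in P14 WT and *Tbpl2*-/- (log2 fold change −4.72, SE 0.168, adjusted p = 2.75e-11 by edgeR) and from 3145 ± 153 to 97.4 ± 21.1 at P7 (log2 fold change −4.99, SE 0.170, adjusted p = 9.71e-12). *Bmp15* (ENSMUSG00000023279, X:6314107–6320721), a secreted factor of the TGF-β family that acts on granulosa cells, fell from 159930 ± 9963 to 8511 ± 537 at P14 (log2 fold change −4.21, SE 0.128, adjusted p = 1.67e-11) and from 96256 ± 14416 to 4349.9 ± 105 at P7 (log2 fold change −4.45, SE 0.129, adjusted p = 4.53e-12). Its partner *Gdf9* (11:53431023–53437904), which follicles need to pass the primary stage, fell from 356226 ± 36516 to 71187 ± 5050.4 at P14 (log2 fold change −2.30, SE 0.106, adjusted p = 2.16e-10) and from 313793 ± 10957 to 55778 ± 2173 at P7 (log2 fold change −2.47, SE 0.107, adjusted p = 8.43e-11).

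Other RNAs followed the same direction. *Fgf8* (19:45736798–45742915), a secreted fibroblast growth factor that oocytes send to cumulus cells, fell from 4173 to 1356 at P14 (log2 −1.60, SE 0.134, adjusted p = 8.52e-08) and from 7028 to 1022 at P7 (log2 −2.76). *Eloc* (1:16641725–16657042), which encodes elongin C of ubiquitin ligases, fell from 11809 to 5319.6 (log2 −1.13, SE 0.147, adjusted p = 8.26e-06) and from 19570.2 to 5951 at P7 (log2 −1.70). *Zar1* (5:72576806–72581254), a maternal-effect gene for an RNA-binding protein, fell from 70731 to 25854 (log2 −1.43, SE 0.148, adjusted p = 7.52e-07) and from 105263 to 18827 at P7 (log2 −2.46), with 30.4% of its 50-base stretches also present in *Gm42668*. Scaled to the mRNAs of the mitochondrial genome, *Eloc* (−0.25) and *Zar1* (−1.06) no longer passed at P7. This reference varied widely within a group, from 11558 to 27107 normalised counts in P14 WT and from 124844 to 302688 in P7 WT. Scaling to it adds that variation, and a shared shift, to every gene. Here and below, a call lost under this scaling can therefore reflect the reference and not the gene.

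In the list of oocyte growth and maternal-effect genes, 33 of 34 tested members were lower at P14 and 1 did not pass, the same as when p was adjusted over the list alone. Its median log2 fold change was −1.50 and 27 members changed more than 2-fold. After *Bmp15* the largest falls were those of *Oosp3*, an oocyte-secreted protein gene (7436 to 646, log2 −3.50, SE 0.202, adjusted p = 2.66e-09), and *Pabpn1l*, for a poly(A)-binding protein of oocytes (12859 to 1289.8, log2 −3.29, SE 0.491, adjusted p = 2.29e-04). *Dppa3*, which guards maternal methylation marks, was the member that did not pass (30968 to 27078, log2 −0.17, SE 0.181, adjusted p = 0.433), with 17.7% of its 50-base stretches also in *Dppa3-ps*. At P7, 31 of 34 were lower with a median of −1.94, and *Nlrp5* (138775 to 115212, log2 −0.25, SE 0.203, adjusted p = 0.308), *Nlrp14* and *Nlrp2*, which encode proteins of the maternal cytoplasm, did not pass. Scaling to the mitochondrial mRNAs left 14 lower and 1 higher at P7.

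As a set the list ranked lower than the other genes at P14 (camera, adjusted p = 3.34e-14, and adjusted p = 0.0110 with an estimated correlation) and at P7 with an estimated correlation (adjusted p = 0.0097). *Bmp15*, *Gdf9*, *Fgf8* and *Zar1* are members that the study itself names, so the list is not independent of its choice of genes. Markers of granulosa cells moved with this group at P7, where 13 of 17 were lower. By the mitochondrial scaling 4 were lower and 4 higher. On genes above 100 normalised reads 8 were lower, and on genes above 100 normalised reads per kb of transcript 7 were.

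**Figure D1:**
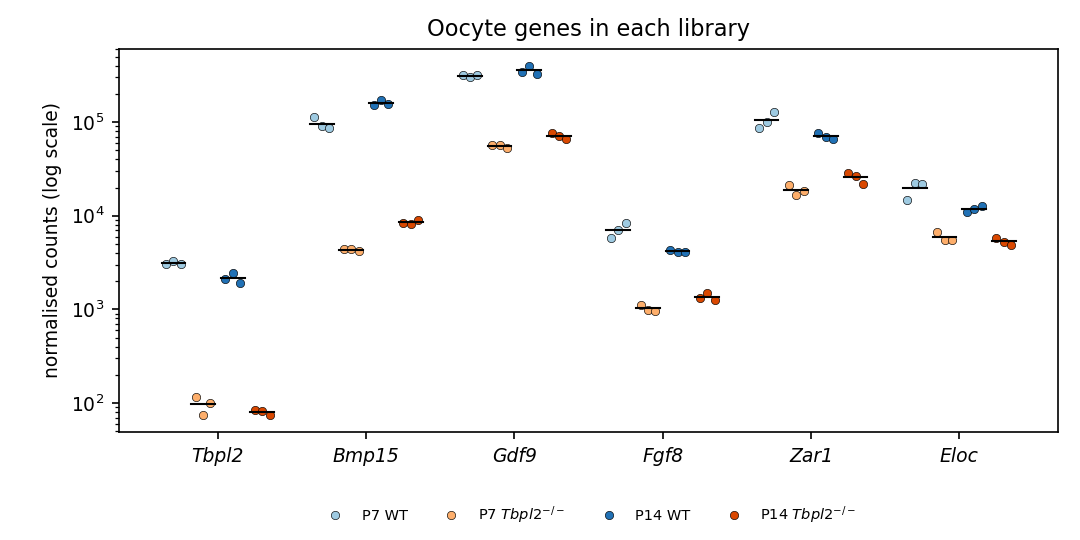
Normalised counts (log scale) of *Tbpl2*, *Bmp15*, *Gdf9*, *Fgf8*, *Zar1* and *Eloc* in P7 WT (light blue), P7 *Tbpl2*-/- (light orange), P14 WT (dark blue) and P14 *Tbpl2*-/- (dark orange) oocytes. Each point is a library and the black line is the mean of 3 libraries. The points of the 2 genotypes do not overlap at either stage for these genes. At a single stage this is expected by chance for 10% of genes without any difference.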

We observed the downregulation of a high number of oocyte-specific genes, out of which *Bmp15* and *Gdf9* served as internal controls^35,36^, as they were already described to be regulated by TBPL2^16^ (Fig. 3a, b and Supplementary Fig. 2a). 

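Genotype separated the 12 libraries more strongly than stage did. On the largest axis of variance the *Tbpl2*-/- libraries lay apart from the WT libraries at both ages. On the next axis the P7 libraries lay apart from the P14 libraries. *Sohlh1*, which encodes a transcription factor of early oocytes, is an RNA that moved with both: its mean normalised count was 1442 in P7 WT, 318 in P14 WT, 10224 in P7 *Tbpl2*-/- and 5759 in P14 *Tbpl2*-/-.

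Principal component 1, computed from log2 CPM (counts relative to library size corrected by the TMM factor) of all tested genes, held 53.2% of the variance and genotype explained 98% of it, with 1.91% explained by stage. Component 2 held 22.8%, of which stage explained 92.3% and genotype 1.84%. Component 3 held 8.42%.

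Between P7 and P14, 2021 genes were lower and 1654 higher in WT oocytes, and 895 lower and 1556 higher in *Tbpl2*-/- oocytes. In both genotypes 378 of these genes went down with age and 586 went up, and 60 went in opposite directions. *Sohlh1* fell with age in WT (log2 −2.18, SE 0.221, adjusted p = 7.20e-06 by edgeR) and less in *Tbpl2*-/- (log2 −0.82, SE 0.205, adjusted p = 0.00699). *Figla*, for a transcription factor that switches on zona pellucida genes, fell with age in WT (log2 −2.02, SE 0.184, adjusted p = 2.30e-06) and in *Tbpl2*-/- (log2 −0.86, SE 0.178, adjusted p = 0.00180). *Bmp15* rose with age in both (log2 0.73 and 0.97).

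Over all genes above 100 normalised counts, the age changes of the 2 genotypes correlated with r = 0.496 (Spearman 0.453), and their SD was 0.771 in WT and 0.636 in *Tbpl2*-/-. Scaled to the mitochondrial mRNAs, 17173 genes changed with age in WT, 17167 of them higher at P14, and 15574 in *Tbpl2*-/-, 15556 of them higher, because these mRNAs themselves went from 224021 ± 90679 normalised counts in P7 WT to 18455 ± 7922 in P14 WT. By library size alone 2562 were lower and 1215 higher with age in WT, and 934 and 1518 in *Tbpl2*-/-.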

The principal component analysis showed that the four distinct RNA samples clustered in individual groups and that the main explanation for the variance is the genotype, and then the stage (Supplementary Fig. 2b). 

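The RNAs that growing oocytes hold in the largest amounts were reduced in *Tbpl2*-/- oocytes. They encode the zona pellucida, the cytoplasmic lattices, the oocyte-specific histone H1 and enzymes stored for maturation. *Padi6*, whose product builds the cytoplasmic lattices, was the most abundant of them at P14. *Skp1a*, for a subunit of SCF ubiquitin ligases, did not follow at P14 and fell only slightly at P7. *Nlrp14*, *Nlrp5* and *Mtmr14* fell at P14 but did not pass at P7 (log2 −0.22, −0.25 and −0.11).

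*Padi6* fell from 597953 ± 55381 to 321261 ± 46687 normalised counts at P14 (log2 −0.88, SE 0.113, adjusted p = 8.25e-06 by edgeR). *Plat*, for the tissue plasminogen activator that oocytes store for maturation, fell from 199866 ± 23472 to 17308 ± 612 (log2 −3.51, SE 0.123, adjusted p = 2.75e-11). The genes for 3 zona pellucida proteins, *Zp1* (150965 to 27746, log2 −2.42, SE 0.132, adjusted p = 9.99e-10), *Zp2* (336902 to 144926, log2 −1.20, SE 0.112, adjusted p = 2.75e-07) and *Zp3* (206719 to 73214, log2 −1.48, SE 0.144, adjusted p = 4.26e-07), all fell. So did *Dnmt1*, for the maintenance DNA methyltransferase (257648 to 49763, log2 −2.35, SE 0.189, adjusted p = 6.49e-08), *H1foo*, for the oocyte linker histone (151205 to 37549, log2 −1.99, SE 0.159, adjusted p = 4.90e-08), and *Nlrp14*, for a protein of the maternal cytoplasm (565058 to 218691, log2 −1.35, SE 0.192, adjusted p = 2.58e-05). *Skp1a* went from 101010 to 108852 (log2 0.13, adjusted p = 0.336), and at P7 from 127688 to 103004 (log2 −0.29, adjusted p = 0.0332).

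Among the 500 genes with the highest mean over the 12 libraries, the median log2 fold change was −0.58 at P14, with 341 lower and 38 higher at any fold change. At P7 it was −0.45, with 274 lower and 86 higher. More than 2-fold, 155 were lower and 3 higher at P14, and 140 lower and 9 higher at P7. Single libraries moved the small numbers of higher genes: 5 were higher at P14 without P7 *Tbpl2*-/- replicate 2 or replicate 3 or without P14 *Tbpl2*-/- replicate 2, and 19 at P7 without P7 WT replicate 1.

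The shift grew with abundance at P14, and at P7 it did so down to rank 8000. For the 100 most abundant genes the median was −1.18 at P14, where 54.0% were lower, and −0.90 at P7, where 45.0% were. For ranks 101 to 500 it was −0.51 and −0.33, for ranks 501 to 1000 it was −0.27 and −0.05, and below rank 8000 it was 0.25 and −0.02. The P7 median was 0.03 for ranks 1001 to 2000, 0.05 for ranks 2001 to 4000 and 0.10 for ranks 4001 to 8000.

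The size of the median depends on the scaling, which shifts nearly all genes together. Scaled to library size alone, the median of the 500 genes was −0.17 at P14 and −0.17 at P7. Scaled to the mitochondrial mRNAs, it was −0.99 at P14 and 0.90 at P7, where the median of all tested genes was 1.39, so the 500 genes still lay below it.

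**Figure D2:**
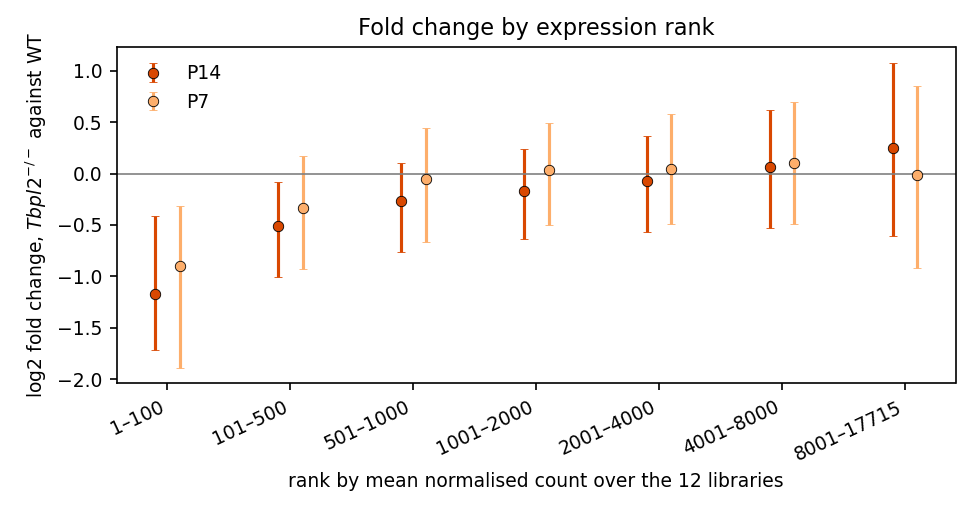
Log2 fold change between *Tbpl2*-/- and WT oocytes (vertical axis) for genes binned by rank of the mean normalised count over the 12 libraries (horizontal axis, most abundant first). Dark orange is P14 and light orange is P7. Points are medians of a bin and bars run from the 25th to the 75th percentile. The most abundant bins lie below 0 at both stages.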

Comparison of the RNA-level fold changes between mutant and WT oocytes showed that in *Tbpl2*^*−/−*^, there is a massive downregulation of the most highly expressed transcripts, both at P7 and P14 (Supplementary Fig. 2c). The Pearson correlation between the P7 and P14 fold change datasets for transcripts expressed above 100 normalised reads was close to 0.8 (Supplementary Fig. 2c), indicating that *Tbpl2* loss of function similarly altered RNA levels at P7 and P14 stages. 

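Most genes that changed strongly in *Tbpl2*-/- oocytes of primary follicles changed in the same direction in those of secondary follicles. Among RNAs above 100 normalised counts on average, the largest P7 decreases include *Tnfsf11*, which encodes the cytokine RANKL, and the largest P7 increases include *Trim29*, for a ubiquitin ligase of epithelia. Both held their direction at P14. A smaller set of genes changed by a different amount at the 2 stages.

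*Tnfsf11* fell from 576 ± 18.5 to 7.27 ± 2.76 normalised counts at P7 (log2 −6.26, SE 0.256, adjusted p = 4.58e-11 by edgeR) and from 641 to 36.8 at P14 (log2 −4.09). *Mrap*, for an accessory protein of melanocortin receptors, fell from 1617 to 46.7 at P7 (log2 −5.09, SE 0.190, adjusted p = 2.40e-11) and by log2 −2.96 at P14. *Gpr35*, a G-protein-coupled receptor gene, fell from 2265 to 59.4 (log2 −5.23, SE 0.320, adjusted p = 1.70e-08). *Krt8*, for a keratin, fell from 305 to 6.52 (log2 −5.49, SE 0.451, adjusted p = 7.70e-08), with 29.7% of its 50-base stretches also found elsewhere. *Bmp5*, for a bone morphogenetic protein, fell from 439 to 12.8 (log2 −5.07, SE 0.276, adjusted p = 7.43e-10), but 46.7% of its exons overlap *Gm26903*.

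*Trim29* rose from 13.2 to 1108 at P7 (log2 6.40, SE 0.538, adjusted p = 1.39e-06) and from 51.3 to 2814 at P14. *Otop3*, a proton channel gene, rose from 8.48 to 399 (log2 5.56, SE 0.299, adjusted p = 6.52e-10) and by log2 4.53 at P14. *Cyp4v3*, for a cytochrome P450, rose from 4.09 to 180.2 (log2 5.45, SE 0.434, adjusted p = 4.62e-08), *Cntn6*, for a contactin, from 9.09 to 314 (log2 5.10, SE 0.468, adjusted p = 4.29e-07), and *Tmprss4*, for a membrane serine protease, from 4.37 to 149.5 (log2 5.07, SE 0.484, adjusted p = 3.47e-07), with 15.9% of its exons overlapping another gene.

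For 11548 genes above 100 normalised counts the Pearson correlation between the P7 and P14 log2 fold changes was 0.780 (Spearman 0.721), and 75.1% of the genes had the same sign at both stages. The 2 comparisons share no library. Without P7 WT replicate 1 it was 0.738. Of the called genes 1696 were lower at both stages (442 if the calls were independent), 1630 were higher at both (461 if independent) and 49 were opposite. The change differed between the stages for 2404 genes, 959 with a more negative and 1445 with a more positive log2 fold change at P14, but these directions depend on the scaling: 657 were more negative and 1857 more positive by library size, and 10320 and 57 by the mitochondrial mRNAs.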

We, therefore, focused on the P14 stage for the rest of the study.

**Fig. 3:**
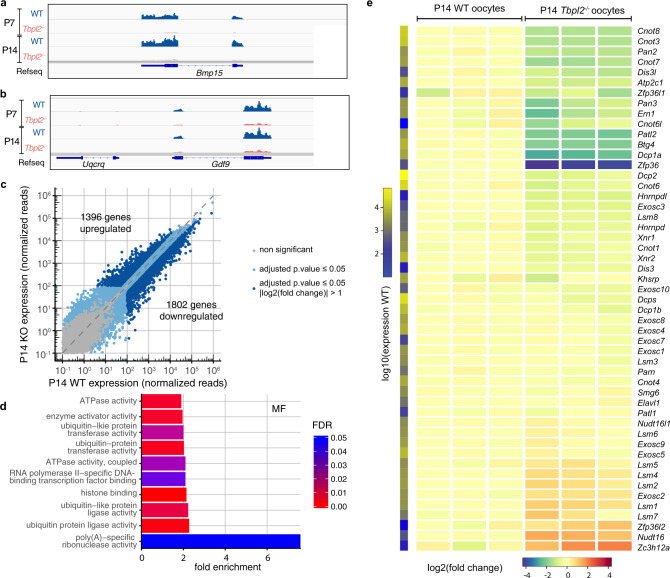
Expression of genes related to the mRNA deadenylation/decapping/decay pathways in growing *Tbpl2*^−/−^ mutant oocytes. **a**, **b** Normalised Integrative Genomic Viewer (IGV) snapshots of *Bmp15* (**a**) and *Gdf9* (**b**) loci. Exons and introns are indicated. **c** Expression comparison between wild-type (WT) and *Tbpl2*^−/−^ mutant postnatal day 14 (P14) oocytes (biological triplicates). Expression was normalised to the median size of the transcripts in kb. Grey dots correspond to non-significant genes and genes with high Cook’s distance, light-blue dots to significant genes for an adjusted *P* value ≤ 0.05 and dark-blue dots to significant genes for an adjusted *P* value ≤ 0.05 and an absolute log2 fold change > 1, after two-sided Wald test and Benjamini–Hochberg correction for multiple comparisons. The number of up- or downregulated genes is indicated on the graph. **d** Downregulated genes GO category analyses for the molecular functions (MF). The top ten most enriched significant GO categories for a FDR ≤ 0.05 are represented. **e** Heatmap of selected genes involved in mRNA decay, decapping or deadenylation pathways. Expression levels in fold change (compared to the mean of WT) of three biological replicates of P14 WT and P14 *Tbpl2*^−/−^ mutant oocytes are indicated. The fold change colour legend is indicated at the bottom. The first column on the left corresponds to the log10 of expression, scale on the left.

**Fig. 4:**
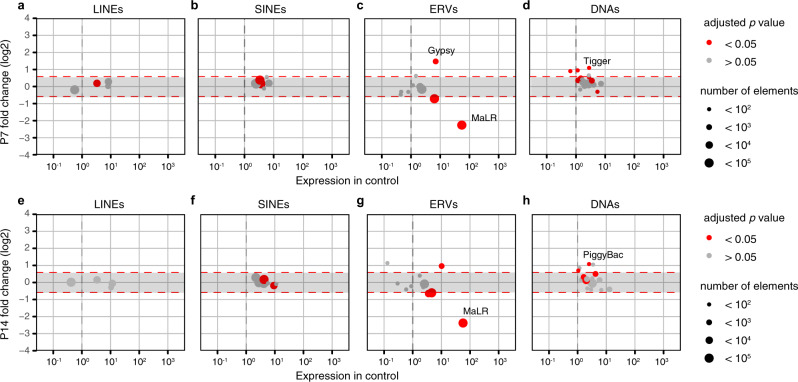
Expression of the mammalian apparent LTR retrotransposons (MaLR) endogenous retroviral elements (ERV) are downregulated in growing *Tbpl2*^−/−^ mutant oocytes. **a**–**h** Differential expression between wild-type and *Tbpl2*^−/−^ mutant postnatal day (P) 7 (**a**–**d**) and P14 (**e**–**h**) oocytes of the different transposon classes; RNA transposon classes [LINEs (**a**, **e**), SINEs (**b**, **f**) and ERVs (**c**, **g**)] and DNA transposons (DNAs (**d**, **h**)). The ERV sub-class III mammalian apparent LTR retrotransposon (MaLR) family is the most severely affected in *Tbpl2*^−/−^ mutant oocytes at P7 and P14. Dot size and colour are explained on the right side, adjusted *P* value after two-sided Wald test and Benjamini–Hochberg correction for multiple comparisons.

In WT P14 oocytes transcripts corresponding to 10791 genes were detected. 

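Most of the RNA species of P14 WT oocytes come from protein-coding genes and are already present at P7. The loss of *Tbpl2* changed the relative amount of many of them, and a similar number of genes was detected in the mutant. The normalisation makes the typical gene alike in all libraries, so these numbers cannot show a loss shared by most RNAs. *Mphosph6*, for a cofactor of the exosome, and *Dcp2*, for the mRNA decapping enzyme, are examples of detected RNAs at high and moderate levels (24883 and 1435 normalised counts in P14 WT).

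No limit for detection was found in the paper, so the 100 normalised reads it uses for its correlation of fold changes were applied to the mean of 3 libraries. With this limit 11274 genes were detected in P14 WT oocytes, of which 10540 are protein-coding. Single WT libraries gave 11198 to 11270 genes. With a lower limit of 10 normalised reads 15882 genes were detected, and with 100 normalised reads per kb of median transcript length 10627 were. Of the 11274 genes, 10838 were also above 100 in P7 WT. In the mutant 11429 genes were above the limit at P14 and 11337 at P7, and in P7 WT 11385 were. Among those detected in P14 WT, 1864 were lower and 1089 higher in *Tbpl2*-/-.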

Importantly, many of these detected transcripts have been transcribed at earlier stages and are stored in growing oocytes^37^. 

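Nearly all RNAs detected in P14 WT oocytes were also detected in P14 *Tbpl2*-/- oocytes. RNAs of meiotic prophase I, a stage that oocytes pass before birth, moved in both directions. RNAs of small-RNA pathways, which silence transposons, were divided between lower and higher. *Tex11*, for a meiotic crossover factor, and *Piwil4*, for a PIWI protein, were higher in *Tbpl2*-/-, and *Sycp2*, for a component of the synaptonemal complex, was lower.

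Of the genes detected in P14 WT, 10688 (94.8%) were also above 100 normalised counts in P14 *Tbpl2*-/-. Another 586 were above it only in WT and 741 only in *Tbpl2*-/-.

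In the prophase I list 6 of 27 tested members were lower, 10 higher and 11 did not pass at P14 (6 and 10 when adjusted over the list alone), with a median log2 fold change of 0.22 and camera's adjusted p = 0.642. Scaling to the mitochondrial mRNAs left 2 higher, and scaling to library size gave 16 higher. *Tex11* rose from 171 to 584 normalised counts (log2 1.79, SE 0.162, adjusted p = 1.85e-07 by edgeR) and *Meiob*, for a single-strand DNA-binding protein of recombination, from 28.4 to 100.0 (log2 1.83, SE 0.311, adjusted p = 1.16e-04). *Sycp2* fell from 4247 to 1321 (log2 −1.66, SE 0.142, adjusted p = 1.03e-07), *Msh4*, for a crossover protein, from 3602 to 1479 (log2 −1.26, SE 0.171, adjusted p = 1.34e-05), and *Mei4*, for a partner of the break machinery, from 78.3 to 13.1 (log2 −2.50, SE 0.392, adjusted p = 5.52e-05).

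Among small-RNA genes 8 of 26 were lower, 8 higher and 10 did not pass at P14, the same as when adjusted over the list alone (median −0.09 and mean 0.02, of opposite sign; camera, adjusted p = 0.780). Without P14 *Tbpl2*-/- replicate 2, 5 were lower. Scaling to library size left 2 lower, and scaling to the mitochondrial mRNAs left 2 lower and 1 higher. *Piwil4* rose from 39.3 to 224 (log2 2.53, SE 0.335, adjusted p = 1.04e-05); *Pld6*, for a nuclease of piRNA biogenesis, rose from 541 to 1166 (log2 1.13, SE 0.206, adjusted p = 2.27e-04), and *Piwil2* from 4217 to 7779 (log2 0.90, SE 0.147, adjusted p = 7.64e-05), but scaled to the mitochondrial mRNAs these 2 changes, 0.83 and 0.47, did not pass. *Tdrd9*, for a helicase of the piRNA pathway, fell from 8267 to 2317 (log2 −1.81, SE 0.155, adjusted p = 9.90e-08), and *Henmt1*, for the methyltransferase that caps piRNAs at the 3′ end, from 7684 to 1866 (log2 −2.02, SE 0.172, adjusted p = 9.71e-08), with 14.7% of its exons overlapping another gene.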

As there is no Pol II transcription in *Tbpl2*^−/−^ growing oocytes^16^, RNAs detected in the *Tbpl2*^−/−^ mutant oocytes represent mRNAs transcribed by a TBP/TFIID-dependent mechanism and deposited into the growing oocytes independently of TBPL2 activity at earlier stages, i.e., at the primordial follicular stage, where TBP is still expressed. The proportion of genes (1396) upregulated following *Tbpl2* deletion (Fig. 3c) can be explained by two mutually not exclusive ways: (i) the consequence of the normalisation to the library size resulting in a slight overestimation of upregulated transcripts, and underestimation of downregulated transcripts and/or (ii) by transcript buffering mechanisms due to mRNA stabilisation^38^. 

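RNAs that were higher in P14 *Tbpl2*-/- than in P14 WT oocytes include those of genes of stress and cell death, ribosomal proteins and the respiratory chain. The largest increases above 100 normalised counts on average came from RNAs that are scarce in WT oocytes, such as *Muc3*, which encodes a mucin, and *Pmaip1*, which encodes the pro-apoptotic protein NOXA. How many genes are counted as higher depends on how the libraries are scaled, and so does the share of higher genes.

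*Muc3* rose from 18.6 ± 6.74 to 1130.0 ± 478 normalised counts (log2 5.92, SE 0.422, adjusted p = 5.74e-08 by edgeR), *Gsn*, for the actin-severing protein gelsolin, from 7.57 ± 0.707 to 367 ± 139.7 (log2 5.60, SE 0.406, adjusted p = 1.95e-08), and *Cnr1*, for a cannabinoid receptor, from 5.33 ± 4.26 to 252 ± 71.6 (log2 5.53, SE 0.401, adjusted p = 1.92e-08). *Inka2*, for an inhibitor of PAK4, rose from 14.9 to 559.6 (log2 5.25, SE 0.264, adjusted p = 4.88e-10), *Chst4*, for a sulfotransferase, from 25.0 to 875 (log2 5.15, SE 0.274, adjusted p = 8.42e-10), *Epn3*, for an epsin of endocytosis, from 20.7 to 690.1 (log2 5.08, SE 0.318, adjusted p = 4.27e-09), *Itgb2*, for integrin β2, from 137 to 3535 (log2 4.71, SE 0.204, adjusted p = 1.16e-10), and *Mir9-3hg*, a microRNA host gene, from 10.8 to 270.5 (log2 4.64, SE 0.268, adjusted p = 1.93e-09). *Trim29* had a P14 log2 fold change of 5.80 (SE 0.479, adjusted p = 1.31e-06).

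At P14 2967 genes were higher, 53.4% of the called genes. Scaled to library size alone, 4922 were higher (76.0%), with a median shift of 0.415 in log2 fold change. Scaled to the mRNAs of the mitochondrial genome, of which only 7 of 13 could be tested, 1435 were higher (30.2%), with a median shift of −0.392. At P7 2754 were higher (47.6%), against 4068 (64.7%, shift 0.278) by library size and 10768 (94.5%, shift 1.36) by the mitochondrial mRNAs. With the fit repeated on genes above 100 normalised reads, 1839 were higher at P14, 1656 of them among the 2967, and 1592 at P7. On genes above 100 normalised reads per kb of transcript 1639 were, 1450 of them among the 2967, and 1445 at P7.

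Of genes for cytosolic ribosomal proteins 56 of 79 were higher, 4 lower and 19 did not pass at P14 (57 and 4 when adjusted over the list alone), with 12 higher when scaled to the mitochondrial mRNAs and 2 lower by library size. The median was 0.80 and camera's adjusted p = 2.14e-07, but adjusted p = 0.537 with an estimated correlation. *Rpl27a*, for a protein of the large subunit, rose from 36.7 to 160.5 (log2 2.15, SE 0.253, adjusted p = 3.06e-06), with 16.9% of its 50-base stretches also in other genes, as many ribosomal genes share sequence with pseudogenes, and *Rpl17*, for another of its proteins, fell from 2839.7 to 921 (log2 −1.60, SE 0.140, adjusted p = 1.32e-07), with 44.7% shared. Of nuclear genes for the respiratory chain 53 of 75 were higher and 1 lower (the same over the list alone; 2 lower without P14 WT replicate 3, 3 higher by the mitochondrial scaling), with a median of 0.61 and camera's adjusted p = 2.76e-06, adjusted p = 0.617 with an estimated correlation. *Cyc1*, for cytochrome c1, rose from 1757 to 7738 (log2 2.16, SE 0.158, adjusted p = 2.12e-08), *Uqcrc1*, for a core subunit of complex III, from 5599 to 18389 (log2 1.74, SE 0.172, adjusted p = 5.48e-07), and *Ndufs4*, for a subunit of complex I, fell from 1335 to 551 (log2 −1.25, SE 0.141, adjusted p = 1.91e-06). Of genes for mitochondrial ribosomal proteins 41 of 77 were higher and 6 lower (the same over the list alone; 3 lower without P14 *Tbpl2*-/- replicate 2 or 3, 5 higher by the mitochondrial scaling and 1 lower by either other scaling), with a median of 0.36 and camera's adjusted p = 0.000552, adjusted p = 0.739 with an estimated correlation. *Mrpl49* rose from 628 to 2281 (log2 1.88, SE 0.119, adjusted p = 4.65e-09) and *Mrpl20* from 409 to 1374 (log2 1.77, SE 0.165, adjusted p = 2.67e-07), both for proteins of its large subunit. Genes of the mitochondrial genome hardly moved at P14: 1 of 7 tested was higher and 6 did not pass (median 0.22, camera's adjusted p = 0.642), and that call was lost over the list alone and without P7 WT replicate 3, P14 WT replicate 1 or 2, or P14 *Tbpl2*-/- replicate 1 or 3.

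In the list of p53 and oocyte death 7 of 13 were higher, 1 lower and 5 did not pass, the same over the list alone, with 2 higher by the mitochondrial scaling and 2 lower without P14 WT replicate 2 (median 0.65, camera's adjusted p = 0.244). *Pmaip1* rose from 33.5 ± 7.45 to 1066 ± 415 (log2 5.01, SE 0.351, adjusted p = 3.06e-08), *Sesn2*, for a stress-induced inhibitor of mTOR signalling, rose from 386 to 766 (log2 1.01, SE 0.196, adjusted p = 3.82e-04) but did not pass by the mitochondrial scaling (0.67), and *Mdm2*, for the ligase that removes p53, fell from 9956 to 5599.7 (log2 −0.81, SE 0.103, adjusted p = 7.19e-06). In the integrated stress response list 9 of 16 were higher, 4 lower and 3 did not pass, the same over the list alone, with 5 higher by the mitochondrial scaling, 2 lower by either other scaling and 2 lower without P14 WT replicate 3 or P14 *Tbpl2*-/- replicate 1 (median 0.94, camera's adjusted p = 0.129). *Atf3*, for a stress-induced transcription factor, rose from 62.7 to 459 (log2 2.89, SE 0.281, adjusted p = 4.18e-07), *Trib3*, a target of CHOP, from 166 to 891 (log2 2.45, SE 0.163, adjusted p = 7.98e-09), and *Psat1*, for an enzyme of serine synthesis, from 20.5 to 166 (log2 3.04, SE 0.389, adjusted p = 8.55e-06), and *Hspa5*, for the chaperone BiP, fell from 30442 to 15873 (log2 −0.92, SE 0.134, adjusted p = 2.86e-05).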

Validation of the upregulation of some candidate transcripts levels (Supplementary Fig. 2d, e) strongly supports the latter hypothesis (but see also the next paragraph).

Nevertheless, we detected 1802 significantly downregulated transcripts in the *Tbpl2*^−/−^ oocytes (Fig. 3c). 

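Among named RNAs above 100 normalised counts on average, *Elovl7*, for an elongase of fatty acids, had the largest decrease at P14. *Fbxw18*, for an F-box protein, was the most abundant of the strongest decreases after *Bmp15*. *Cflar*, for an inhibitor of death-receptor apoptosis, was nearly lost.

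*Elovl7* fell from 2256 ± 169 to 69.4 ± 8.46 normalised counts (log2 −4.99, SE 0.223, adjusted p = 1.63e-10 by edgeR) and *Slco1a4*, for an organic anion transporter, from 401 ± 43.5 to 12.8 ± 3.02 (log2 −4.93, SE 0.258, adjusted p = 7.12e-10). *Dgkk*, for a diacylglycerol kinase, fell from 659.8 to 26.5 (log2 −4.60, SE 0.476, adjusted p = 3.97e-06), *Gpr35* from 4882 to 247 (log2 −4.28, SE 0.291, adjusted p = 4.90e-08), and *Fbxw18* from 39825 ± 4834 to 2261 ± 348 (log2 −4.12, SE 0.142, adjusted p = 2.75e-11). *Cflar* fell from 365 to 15.1 (log2 −4.55, SE 0.292, adjusted p = 5.57e-09), with 11.7% of its 50-base stretches also in other genes. *Bmp5* fell from 832 to 28.5 at P14 (log2 −4.86, SE 0.250, adjusted p = 5.97e-10), with the limit that 48.5% of its stretches are shared with *Gm26903*, and *Zfp980*, for a zinc finger protein, fell from 465 to 23.3 (log2 −4.30, SE 0.265, adjusted p = 3.72e-09), with 71.3% of its stretches shared, most with *Zfp600*.

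At P14 2589 genes were lower, 46.6% of the called genes, and at P7 3027 were. The number depends on the scaling: by library size 1556 were lower at P14 and 2215 at P7, and by the mitochondrial mRNAs 3309 and 630. With the fit repeated on genes above 100 normalised reads, 1706 were lower at P14 and 2045 at P7, 1862 of the latter among the 3027, and on genes above 100 normalised reads per kb of transcript 1587 and 1908 were, 1755 of the latter among the 3027. DESeq2, the tool of the paper, gave 2718 and 3299.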

The downregulation of key genes known to be expressed during oocyte growth, such as *Bmp15, Eloc, Fgf8, Gdf9* and *Zar1*^35,36,39^, were confirmed by RT-qPCR (Supplementary Fig. 2f, g). These results suggest that TBPL2 has an important role in gene expression in the growing oocytes. 

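Loss of *Tbpl2* reached beyond single pathways of the growing oocyte. Transcription factors of the oocyte changed in both directions, with *Dazl*, for an RNA-binding protein of germ cells, lower and *Sohlh1* higher. Some RNAs typical of other ovarian cells also changed with genotype.

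At any fold change 4932 of 17715 tested genes were lower at P14, 5292 higher and 7491 did not pass. At P7 5111 were lower and 5403 higher. In counts simulated from the WT means and each gene's estimated spread, 95 of 100 genes with a planted 4-fold change were called at P14. Of 100 with a planted 1.5-fold change 29 passed the adjusted p, and 9 of 16453 unchanged genes did. Such counts follow the model that is tested, so the real pools can depart from these rates. Only 200 of 16653 simulated genes were changed, and these were drawn from genes above a minimum count. Far more genes passed in the real comparison, which makes its limit on the adjusted p looser. The share of small changes found in the simulation therefore does not carry over to these data.

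Of 16 genes for oocyte transcription factors 7 were lower, 4 higher and 5 did not pass at P14, the same over the list alone, with 1 higher when scaled to the mitochondrial mRNAs (median −0.30, camera's adjusted p = 0.332). *Dazl* fell from 29766 ± 1579 to 8228 ± 377 normalised counts (log2 −1.83, SE 0.108, adjusted p = 2.38e-09 by edgeR), and *Tbpl2* and *Taf4b*, for the germline paralogue of TAF4, were the other members with the largest falls. *Sohlh1* rose by log2 4.20 at P14 (SE 0.237, adjusted p = 4.31e-09). *Figla* rose from 1559.5 to 3223 (log2 1.07, SE 0.179, adjusted p = 1.15e-04), but its change by the mitochondrial scaling, 0.71, did not pass, and neither did that of *Stat3*, for a factor of cytokine signalling (18863 to 34609, log2 0.90, SE 0.109, adjusted p = 4.05e-06), which was then 0.47.

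Of 15 genes for DNA methylation 7 were lower, 1 higher and 7 did not pass, the same over the list alone (median −0.17, camera's adjusted p = 0.105, adjusted p = 0.471 with an estimated correlation). The number of higher genes was 2 without P14 WT replicate 3, 3 without P14 *Tbpl2*-/- replicate 1 and 5 by library size, and none of the 15 was higher by the mitochondrial scaling. *Dnmt3l*, for the cofactor of de novo methylation, fell from 7617 to 2322 (log2 −1.69, SE 0.125, adjusted p = 2.37e-08), and *Tet3*, for a dioxygenase that oxidises methylcytosine, from 18804 to 5824 (log2 −1.67, SE 0.491, adjusted p = 0.0148), a call that was lost without the filter on counts (−1.63) and in a fit of the 6 P14 libraries (−1.67). *Trim28*, for a corepressor at imprinted genes, rose from 7205 to 11422 (log2 0.69, SE 0.149, adjusted p = 9.84e-04) and did not pass by the mitochondrial scaling (0.32).

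Immediate-early and heat-shock genes, which handling can induce, were divided at P14: 7 of 14 lower, 4 higher and 3 not passing, the same over the list alone (median −0.70, camera's adjusted p = 0.192). *Dusp1*, for a phosphatase of MAP kinases, fell from 5096 to 647 (log2 −2.96, SE 0.153, adjusted p = 6.36e-10), *Junb*, for a subunit of AP-1, from 233 to 40.0 (log2 −2.53, SE 0.215, adjusted p = 9.58e-08), and *Fos*, for another, rose from 23.5 to 210.3 (log2 3.18, SE 0.249, adjusted p = 4.14e-08).

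Markers of granulosa cells did not move together at P14: 3 of 17 were lower, 2 higher and 12 did not pass, the same over the list alone, with 4 higher without P7 *Tbpl2*-/- replicate 1, 6 by library size, 5 without the filter on counts and none by the mitochondrial scaling (median −0.01, camera's adjusted p = 0.728). *Cyp19a1*, for aromatase, fell from 456 to 193 (log2 −1.23, SE 0.216, adjusted p = 1.63e-04), and *Kitl*, for the KIT ligand, rose from 202 to 351 (log2 0.82, SE 0.219, adjusted p = 0.00469) but did not pass by the mitochondrial scaling (0.48). The summed normalised counts of these markers were 11597 ± 2049 in P14 *Tbpl2*-/- and 23414 ± 4046 in WT, most of it from *Serpine2*, for a protease inhibitor (20634 to 8894, log2 −1.19, SE 0.158, adjusted p = 1.06e-05). Of 9 markers of stroma and theca 2 were lower, 1 higher and 6 did not pass, the same over the list alone (2 higher without P7 WT replicate 2, 3 by library size; median 0.17 and mean −0.35, of opposite sign; camera's adjusted p = 0.728), and they summed to 544 ± 91.7 and 916 ± 127. *Ptch1*, for the hedgehog receptor, fell from 669 to 265 (log2 −1.32, SE 0.186, adjusted p = 1.98e-05). Of 16 listed markers of blood, immune and endothelial cells only 5 had enough counts to be tested. Of these 3 were lower, 1 higher and 1 did not pass, the same over the list alone (median −0.89, camera's adjusted p = 0.280). All 16 summed to 1434 ± 111 and 4365 ± 459, and much of the WT sum came from *Pecam1*. *Pecam1*, for an adhesion protein of endothelium, fell from 2491 to 439 (log2 −2.48, SE 0.226, adjusted p = 2.26e-07). The lowest two-sided p an exact permutation test could give for each of these 3 sums, 0.1, was reached.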

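RNAs for the second meiotic division and for the spindle were mostly lower in P14 *Tbpl2*-/- oocytes. They include *Ccnb3*, for a cyclin of the meiotic divisions, and *Mastl*, for the Greatwall kinase that keeps oocytes in M phase. *Kif23*, for a kinesin of the central spindle, and *Ndc80*, for a kinetochore protein, fell as well. Some members, such as *Fzr1*, for an activator of the anaphase-promoting complex, were higher.

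In the list for meiosis II and oocyte maturation 28 of 39 tested members were lower, 3 higher and 8 did not pass at P14 (30 and 3 when adjusted over the list alone), and 15 fell more than 2-fold. *Ccnb3* fell from 397 ± 26.0 to 46.1 ± 17.9 normalised counts (log2 −3.06, SE 0.244, adjusted p = 4.97e-08 by edgeR) and *Mastl* from 13499 ± 1418 to 3155 ± 201 (log2 −2.08, SE 0.142, adjusted p = 1.08e-08). *Ccnb1*, for cyclin B1, fell from 18952 to 5837 (log2 −1.68, SE 0.117, adjusted p = 1.27e-08), and 42.1% of its 50-base stretches are also in the pseudogene *Ccnb1-ps*. *Fzr1* (22028 to 39046, log2 0.85, SE 0.120, adjusted p = 1.98e-05), *Birc5*, for survivin (16224 to 22188, log2 0.47, SE 0.125, adjusted p = 0.00430), and *Cdc25c*, for a phosphatase that activates CDK1 (539 to 741, log2 0.48, SE 0.131, adjusted p = 0.00525), rose, but scaled to the mitochondrial mRNAs their changes were 0.41, 0.06 and 0.06 and did not pass, and 22.2% of the stretches of *Cdc25c* are shared with *Gm3550*. The mitochondrial reference varied widely within groups, so these lost calls can reflect it. By library size 8 members were higher. With TMM the list's median was −0.73 and camera's adjusted p = 6.98e-07, but adjusted p = 0.158 with an estimated correlation.

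For spindle and kinetochore genes 28 of 36 were lower, 2 higher and 6 did not pass (29 and 2 over the list alone), and 15 fell more than 2-fold. *Kif23* fell from 23451 ± 1025 to 5813 ± 789.9 (log2 −1.99, SE 0.134, adjusted p = 9.08e-09), *Ndc80* from 4709 ± 410.5 to 1223 ± 89.9 (log2 −1.92, SE 0.123, adjusted p = 5.09e-09) and *Top2a*, for topoisomerase IIα, from 2395 to 769 (log2 −1.62, SE 0.138, adjusted p = 1.04e-07). *Cenph* (2440.1 to 4429, log2 0.88, SE 0.128, adjusted p = 2.66e-05) and *Cenpt* (1166 to 1743, log2 0.60, SE 0.166, adjusted p = 0.00592), both for proteins of the inner kinetochore, rose, but scaled to the mitochondrial mRNAs their changes, 0.46 and 0.24, did not pass. The median was −0.78 and camera's adjusted p = 2.19e-06, but adjusted p = 0.305 with an estimated correlation. By library size 17 were lower and 7 higher, and by the mitochondrial mRNAs 18 were lower.

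At P7 24 of 39 meiosis II genes were lower and 2 higher (camera's adjusted p = 0.000565, adjusted p = 0.338 with an estimated correlation), and 21 of 36 spindle genes were lower and 2 higher (camera's adjusted p = 0.000644, adjusted p = 0.398 with an estimated correlation). The spindle count of 2 higher was 1 without P7 WT replicate 2, P7 *Tbpl2*-/- replicate 3 or P14 *Tbpl2*-/- replicate 2. Scaled to the mitochondrial mRNAs, 15 meiosis II genes and 14 spindle genes were higher at P7, and 0 of either list were lower. This scaling raises nearly all genes at P7, so these counts do not compare the lists with other genes. By library size 7 meiosis II genes and 4 spindle genes were higher at P7.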

Gene Ontology (GO) analyses of the biological process of the identified downregulated categories of genes (Supplementary Data 6) indicated that many genes, involved in meiosis II and distinct cell cycle processes, were significantly downregulated (Supplementary Fig. 2h). 

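RNAs for several parts of the deadenylation machinery were lower in P14 *Tbpl2*-/- oocytes, and those for decapping and exosome factors moved both ways. *Btg4*, whose product brings the CCR4-NOT deadenylase to maternal mRNAs, fell strongly. So did *Dcp1a*, for an activator of decapping, *Pan2* and *Pan3*, for the PAN2-PAN3 deadenylase, and *Cnot7* and *Cnot8*, for the catalytic CAF1 subunits of CCR4-NOT. *Cnot1*, for the scaffold of that complex, did not pass.

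*Btg4* (9:51060901–51119875) fell from 60387 ± 6013 to 11919.5 ± 577 normalised counts (log2 −2.32, SE 0.146, adjusted p = 4.52e-09 by edgeR) and *Dcp1a* (14:30479535–30527063) from 42328 ± 4509 to 5398 ± 1020.0 (log2 −2.95, SE 0.180, adjusted p = 3.99e-09). *Dcp2* fell from 1435 to 801 (log2 −0.82, SE 0.135, adjusted p = 8.97e-05), *Pan2* from 12004 to 4106 (log2 −1.53, SE 0.144, adjusted p = 2.85e-07) and *Pan3* from 2834 to 923 (log2 −1.60, SE 0.261, adjusted p = 1.57e-04). Among CCR4-NOT subunits *Cnot7* (10443 to 2975, log2 −1.79, SE 0.125, adjusted p = 1.33e-08), *Cnot8* (7253 to 2227, log2 −1.68, SE 0.108, adjusted p = 5.24e-09) and the regulatory *Cnot3* (10116 to 3132, log2 −1.67, SE 0.109, adjusted p = 6.39e-09) fell. *Cnot6* (2296 to 1285, log2 −0.82, SE 0.178, adjusted p = 0.00104) and *Cnot6l* (6324 to 2809.6, log2 −1.15, SE 0.310, adjusted p = 0.00802), for the CCR4 nucleases, and *Cnot11* (15179 to 10718, log2 −0.48, SE 0.0961, adjusted p = 5.04e-04), for an associated subunit, fell too, but scaled to library size their changes, −0.40, −0.74 and −0.06, did not pass. *Cnot1* (13748 to 9206, log2 −0.56, SE 0.344, adjusted p = 0.190), *Cnot2* (7862 to 8532, log2 0.14, SE 0.117, adjusted p = 0.327), *Cnot4* (8228 to 7043, log2 −0.20, SE 0.117, adjusted p = 0.150) and *Cnot10* (4777 to 4635, log2 −0.02, SE 0.118, adjusted p = 0.884), for the scaffold and for structural and ligase subunits, did not pass, although *Cnot1* passed as lower in a fit of the 6 P14 libraries alone (−0.55). *Cnot9*, for a subunit that binds adaptors, was higher (6874 to 8448, log2 0.32, SE 0.125, adjusted p = 0.0388), with the opposite sign (−0.09) by the mitochondrial scaling, and this call was lost with DESeq2 (0.30) and without P14 WT replicate 1 (0.33), 2 (0.32) or 3 (0.28) or P14 *Tbpl2*-/- replicate 2 (0.32) or 3 (0.29).

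In the deadenylation list 16 of 32 tested members were lower, 5 higher and 11 did not pass at P14, the same when adjusted over the list alone, with 9 higher when scaled to library size and none higher by the mitochondrial mRNAs. The median was −0.52 and camera's adjusted p = 0.00399, but adjusted p = 0.335 with an estimated correlation. *Zfp36*, for a protein that recruits deadenylases to AU-rich mRNAs, fell from 169 to 5.47 (log2 −4.89, SE 0.429, adjusted p = 1.35e-07), and *Btg3*, for a protein of the BTG family, rose from 29.7 to 73.7 (log2 1.33, SE 0.290, adjusted p = 0.00100) but did not pass by the mitochondrial scaling (0.99) and has 17.3% of its exons overlapping another gene.

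For decapping and 5′ to 3′ decay 8 of 22 were lower, 6 higher and 8 did not pass, the same over the list alone, with 5 lower by library size and 4 lower and 2 higher by the mitochondrial mRNAs (median −0.18, camera's adjusted p = 0.642). *Patl2*, for an oocyte repressor of translation, fell from 22257 to 3906 (log2 −2.49, SE 0.129, adjusted p = 6.65e-10). *Nudt16*, for a decapping hydrolase, rose from 159 to 496 (log2 1.66, SE 0.165, adjusted p = 5.03e-07) and *Edc3*, for an enhancer of decapping, from 585 to 1771 (log2 1.62, SE 0.129, adjusted p = 4.98e-08), with 21.1% of its 50-base stretches also in *Clk3*.

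Of exosome and 3′ to 5′ decay genes 7 of 17 were lower, 3 higher and 7 did not pass, the same over the list alone, with 4 lower and 9 higher by library size and 4 lower and none higher by the mitochondrial mRNAs (median −0.07, camera's adjusted p = 0.492). *Ttc37*, for a subunit of the SKI complex, fell from 8817 to 2027 (log2 −2.10, SE 0.214, adjusted p = 1.36e-06), *Mphosph6* by log2 −1.62 (SE 0.123, adjusted p = 3.06e-08) and *Dis3l*, for an exosome nuclease, from 11701 to 4452 (log2 −1.37, SE 0.176, adjusted p = 8.10e-06). *Skiv2l*, for the helicase of the SKI complex, rose from 5217 to 12736 (log2 1.31, SE 0.103, adjusted p = 4.16e-08), and did not pass by the mitochondrial scaling (0.90). The study drew its decay genes from these same libraries, so these lists are not independent of that choice.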

The most enriched molecular function GO category was “poly(A)-specific ribonuclease activity” containing many genes coding for factors or subunits of complexes contributing to deadenylation/decapping/decay activity in eukaryotes (Fig. 3d) (i.e., CCR4-NOT, PAN2/PAN3^40^; DCP1A/DCP2^41^ or BTG4^39^). In good agreement with the transcriptome analyses, transcripts coding for these “poly(A)-specific ribonuclease activity” factors were significantly downregulated in *Tbpl2*^−/−^ mutant P14 oocytes when tested by RT-qPCR (Fig. 3e and Supplementary Fig. 2i). Thus, in P14 oocytes TBPL2 is regulating the transcription of many genes coding for factors, which are in turn crucial in regulating the stability and translation of the mRNA stock deposited during early oogenesis, as well as transcription of meiosis II- and cell cycle-related genes to prepare the growing oocytes for the upcoming meiotic cell division.

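The RNAs behind this conclusion code for proteins that act on the stored mRNA and for proteins that drive the meiotic divisions. *Lsm14a*, for a protein that keeps mRNAs repressed in P-bodies, was among the RNAs that fell. *Zfp36l2*, for an RNA-binding protein that triggers mRNA decay in oocytes, and *Lsm1*, for a ring subunit that binds deadenylated ends, went up.

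*Lsm14a* fell from 9995 ± 1446 to 5261 ± 1411 normalised counts at P14 (log2 −0.90, SE 0.164, adjusted p = 2.18e-04 by edgeR). *Zfp36l2* rose from 1229 ± 318 to 2639 ± 699 (log2 1.12, SE 0.207, adjusted p = 2.82e-04) and *Lsm1* from 4768 ± 269 to 9806 ± 1390.0 (log2 1.06, SE 0.127, adjusted p = 3.66e-06), but scaled to the mitochondrial mRNAs these changes, 0.83 and 0.65, did not pass.

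At this point the paper reasons from the enriched functions of the genes that went down and from a separate test of chosen RNAs. Later it reports that genes of promoters with lower CAGE signal were also associated with decay functions. For the loss of Pol II transcription in these oocytes the paper cites earlier work. It concludes that TBPL2 regulates transcription of genes whose products control the stability and translation of the mRNA stock laid down earlier, and of genes for meiosis II and the cell cycle. What the counts show is the steady-state RNA level of each gene. Neither the rate of transcription nor the decay of an mRNA was measured in these libraries, and neither were the proteins.

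**Figure D3:**
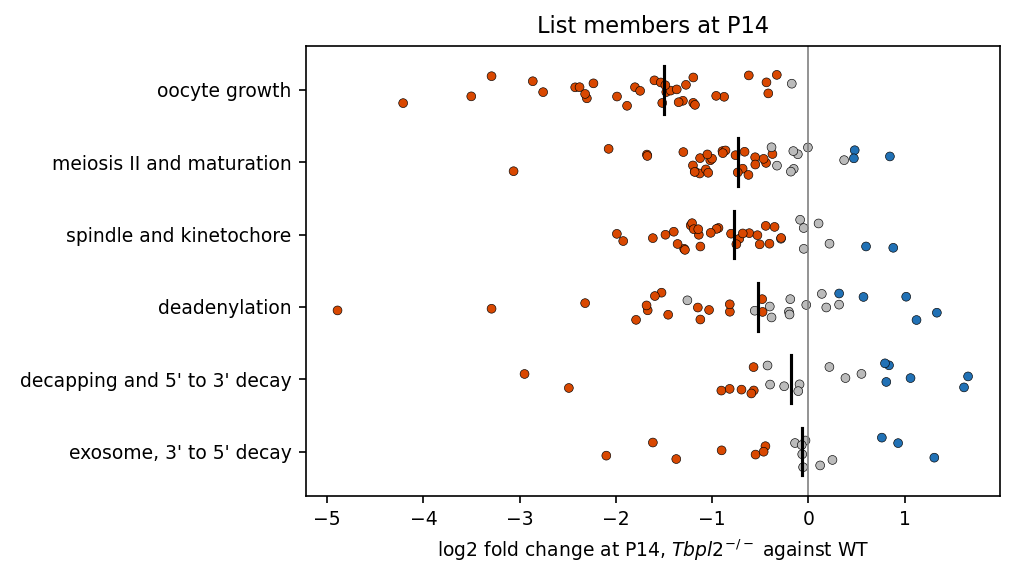
Log2 fold change at P14 between *Tbpl2*-/- and WT oocytes (horizontal axis) of the tested members of 6 gene lists: oocyte growth, meiosis II and maturation, spindle and kinetochore, deadenylation, decapping and 5′ to 3′ decay, and exosome. Each point is a gene, orange if lower, blue if higher and grey if it did not pass, and the black line is the median of the list. The first 3 lists lie mostly below 0 and the decapping and exosome lists lie on both sides of it.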

A remarkable feature of oocytes is the very high expression of retrotransposons driven by Pol II transcription (see “Introduction”). As expected, in WT P7 and P14 oocytes, the expression of ERVs was found to be the most abundant^27,42^ (Supplementary Fig. 3a–c). Importantly, the transcription of the vast majority of MaLR elements was the most affected in *Tbpl2*^*−/−*^ mutant oocytes at P7 and P14 (Fig. 4). Among them, three highly expressed members, *MT-int*, *MTA_Mm* and *MTA_Mm-int*, were dramatically downregulated in P7 and P14 *Tbpl2*^*−/−*^ mutant oocytes (Supplementary Fig. 3d, e). As in P14 oocytes, TBPL2 depletion is reducing transcription more than fourfold from MaLR ERVs, which often serve as promoters for neighbouring genes^27,42^, TBPL2 could seriously deregulate oocyte-specific transcription and consequent genome activation.

This demonstrates that TBPL2 is orchestrating the de novo restructuration of the maternal transcriptome and that TBPL2 is crucial for indirectly silencing the translation of the earlier deposited TBP-dependent transcripts.

### TBPL2-driven promoters contain TATA box and are sharp

The promoter usage changes during zebrafish maternal to zygotic transition revealing different rules of transcriptional initiation in oocyte and in embryo, driven by independent and often overlapping sets of promoter “codes”^23^. Importantly, this switch has not yet been demonstrated in mammals and the role of TBPL2 in this switch during oogenesis remained to be investigated. To this end, we mapped the TSS usage by carrying out super-low input carrier-CAGE (SLIC-CAGE)^43^ from WT and *Tbpl2*^−/−^ P14 oocytes. To characterise only the TBPL2-driven promoters, we removed the CAGE tags present in the *Tbpl2*^−/−^ dataset from the WT P14 dataset, to eliminate transcripts that have been deposited at earlier stages (hereafter called “TBPL2-dependent”). Conversely, the *Tbpl2*^−/−^ dataset corresponds to the TBP/TFIID-dependent, or TBPL2-independent TSSs (hereafter called “TBPL2-independent”).

Next, we analysed the genome-wide enrichment of T- and/or A-rich (WW) dinucleotide motifs within the −250/+250 region centred on the dominant TSSs of the TBPL2-dependent and TBPL2-independent oocyte TSS clusters (Fig. 5a, b). TBPL2-dependent TSS clusters are strongly enriched in a well-defined WW motif around their −30 bp region (Fig. 5a, red arrowhead)^44^. In contrast, only about 1/3rd of the TBPL2-independent TSS clusters contained WW-enriched motifs at a similar position (Fig. 5b, red arrowhead), as would be expected from promoters that lack maternal promoter code determinants^23,44^. As canonical TATA boxes are often associated with tissue-specific gene promoters, we investigated whether the above observed WW motif densities correspond to TATA boxes using the TBP position weight matrix (PWM) from the JASPAR database as a reference. To this end, the presence of TATA boxes was analysed in the TSS clusters of the two datasets and revealed that TBPL2-dependent TSS clusters were enriched in high-quality TATA boxes, including a clear increase in the proportion of canonical TATA boxes, when compared to TBPL2-independent TSS clusters (Fig. 5c). Genome browser view snapshots indicate that TSS clusters in P14 WT oocytes tend to be sharp and are associated with TATA-like motifs (Supplementary Fig. 4a, b). Analysis of the global distribution of the number of TSSs and of the width of the TSS clusters in the above-defined two categories confirmed that TBPL2-dependent TSS are sharper compared to the TBPL2-independent TSS clusters (Supplementary Fig. 4c, d).

**Fig. 5:**
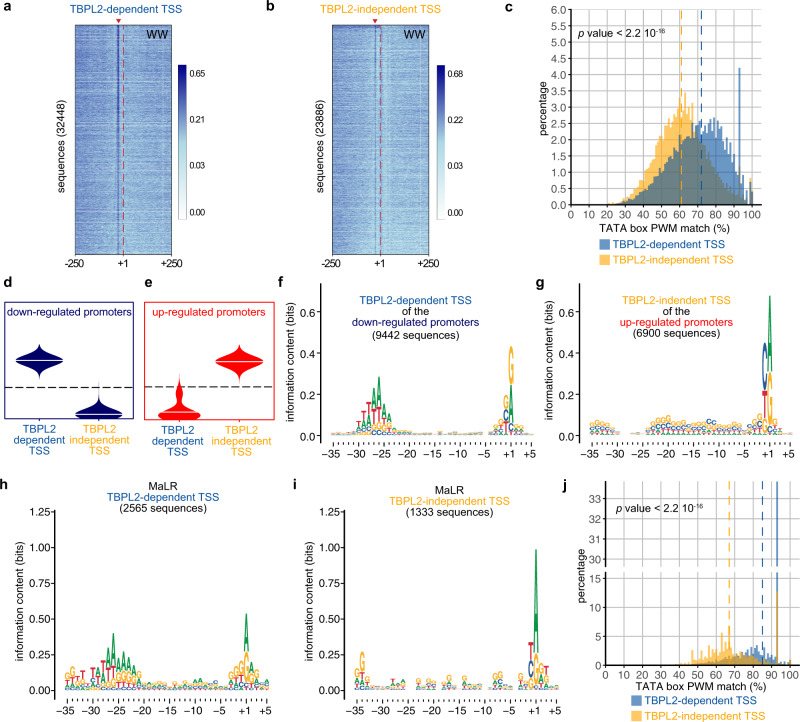
Core promoter regions of TBPL2-specific transcription units in postnatal day 14 oocytes are enriched in TATA-like elements and are sharp. **a**, **b** Genome-wide A/T-rich dinucleotide (WW) motif analyses of −250/+250 sequences centred on the dominant transcription start sites (TSS, position +1, dashed red line) of TBPL2-dependent (**a** *n* = 32,448) and TBPL2-independent (**b** *n* = 23,886) TSS clusters. Sequences have been ordered by increasing size of the interquantile width of each. The red arrowheads indicate the WW enrichment at position −30 in the TBPL2-dependent TSS clusters (**a**) and the equivalent position in the TBPL2-independent TSS clusters (**b**). The number of TSS clusters is indicated in brackets. **c** Distribution of the best TATA box position weight matrix (PWM) matches within a −35 to −20 region upstream of the dominant TSSs (+1) of TBPL2-dependent (blue) compared to the TBPL2-independent (orange) TSS clusters. The dashed lines indicate the median of the TATA box PWM matches for the TBPL2-dependent (blue) and the TBPL2-independent (orange) TSS clusters (*P* value after a two-tailed Wilcoxon rank-sum test). **d**, **e** Two selected self-organising map (SOM) groups of the consensus TSS clusters: the downregulated promoters (blue, **d**) and the upregulated promoters (red, **e**) groups. **f**, **g** Sequence logos of the −35/+5 sequence of the TBPL2-dependent dominant TSSs from the downregulated promoters (**f**) and of the TBPL2-independent dominant TSSs from the upregulated promoters (**g**).  **h**, **i** Sequence logo of the −35/+5 sequence of the MaLR ERVs TBPL2-dependent (**h**) and TBPL2-independent (**i**) dominant TSSs. **j** Distribution of the best TATA box PWM matches within a −35 to −20 region upstream of the TBPL2-dependent (blue) and TBPL2-independent (orange) mammalian apparent LTR retrotransposons (MaLR) endogenous retroviral elements (ERV) dominant TSS. The dashed lines indicate the median of the TATA box PWM matches for the TBPL2-dependent (blue) and the TBPL2-independent (orange) TSS clusters (*P* value after a two-tailed Wilcoxon rank-sum test).

In order to test whether TBPL2 controls transcription initiation from maternal promoter code determinants, we grouped the expression profiles corresponding to each consensus TSS clusters, to characterise promoter activity profiles among datasets by performing self-organising maps (SOMs)^45^ (Supplementary Fig. 4e). We then focussed on the two most distinct SOM groups: the downregulated promoters (blue group, containing 9442 consensus TSS clusters) (Fig. 5d) and the upregulated promoters (red group, with 6900 consensus TSS clusters) (Fig. 5e). Motif analyses of these two categories of promoters in their −35/+5 regions relative to the different dominant TSSs indicated that only the core promoters associated with TBPL2-dependent dominant TSSs belonging to the downregulated gene promoters contain a well-defined 7 bp long TATA box-like motif (W-box) in their −31 to −24 regions (Fig. 5f, g and Supplementary Fig. 4f–i). Importantly, W-box-associated TSSs architecture usage distribution for these TBPL2-dependent dominant TSSs was sharp (Supplementary Fig. 4j, l), as expected for motif-dependent transcriptional initiation^23,44^. In contrast, TBPL2-independent TSSs belonging to the upregulated promoters exert a much broader TSS pattern (Supplementary Fig. 4k, m). Interestingly, GO analyses of the genes associated with the downregulated promoters revealed a strong association with deadenylation/decapping/decay activity (Supplementary Fig. 4n–p, Supplementary Data 7), further confirming our initial RNA-seq analysis observations (Fig. 3).

Importantly, TSS architecture analyses of the TBPL2-dependent MaLR ERV TSSs indicated that the majority of MaLR core promoters contain high-quality TATA box motif (median of the TATA box PWM match is 85%, Fig. 5h–j). These observations together demonstrate that the TBPL2/TFIIA complex drives transcription initiation primarily from core promoters that contain a TATA box-like motif in their core promoter and directs sharp transcription initiation from the corresponding promoter regions to overhaul the growing oocyte transcriptome.

In addition, we observed that TSS usage can shift within the promoter of individual genes depending on the genetic background (Supplementary Fig. 4b). To get more insights into these promoter architecture differences, we identified genome-wide 6429 shifting promoters by comparing either TBPL2-dependent to TBPL2-independent TSS data. These results are consistent with TSS shifts between TBP/TFIID-dependent somatic-like and maternal promoter codes occurring either in 5′ or 3′ directions (Fig. 6a and Supplementary Fig. 4q)^44^. WW motif analysis indicated that on each shifting promoter, TBPL2-dependent dominant TSSs are associated with WW motifs, while TBPL2-independent dominant TSSs are not (Fig. 6b). In addition, the TATA box PWM match analyses indicated that these WW motifs are enriched in TATA box-like elements compared to the corresponding TBPL2-independent shifting TSSs (Fig. 6c). Thus, our experiments provide a direct demonstration that TBP/TFIID and TBPL2/TFIIA machineries recognise two distinct sequences co-existing in promoters of the same genes with TBPL2 directing a stronger WW/TATA box-dependent sharp TSS selection in them.

**Fig. 6:**
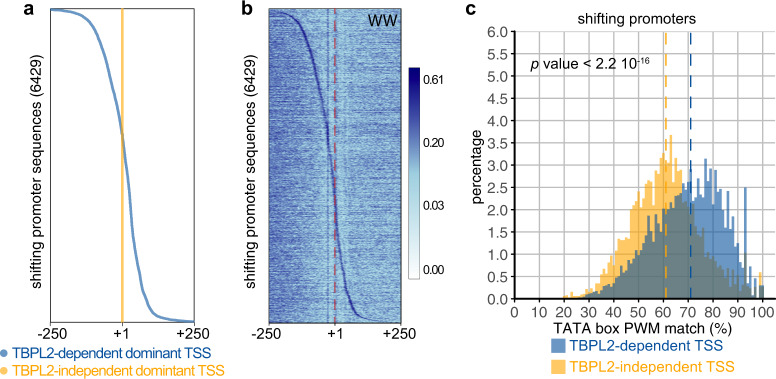
Shifting promoters. **a**, **b** Analysis of the TBPL2-dependent versus TBPL2-independent shifting promoters within a −250/+250 region centred on the position of the TBPL2-independent transcription start sites (TSS) clusters (position + 1 in (**a**, **b**) and red dashed line in (**b**)). Position of the TBPL2-dependent (blue) and of the TBPL2-independent (orange) dominant TSSs for each shifting promoter sequence (**a**) and WW dinucleotide enrichment heatmap (**l**) from the same set of sequences ordered as in (**b**). **c** Distribution of the best TATA box PWM matches within a −35 to −20 region upstream of the TBPL2-dependent (blue) and TBPL2-independent (orange) dominant TSS of the shifting promoters. The dashed lines indicate the median of the TATA box PWM matches for the TBPL2-dependent (blue) and the TBPL2-independent (orange) shifting TSS clusters (*P* value after a two-tailed Wilcoxon rank-sum test).

## Discussion

In this study, we show that a unique basal transcription machinery composed of TBPL2 associated with TFIIA is controlling transcription initiation during oocyte growth, orchestrating a transcriptome change prior to fertilisation using an oocyte-specific TTS usage.

TBPL2 expression in mice is limited to the oocytes and in its absence, oocytes fail to grow and *Tbpl2*^−/−^ mouse females are sterile^16,28^. In a mirroring situation, TBPL1 (TRF2) expression is enriched during spermatogenesis, and male germ cells lacking TBPL1 are blocked between the transition from late-round spermatids to early elongating spermatids^14,15^. An interesting parallel between TBPL2 and TBPL1 is that both TBP-type factors form endogenous stable complexes with TFIIA. The beginning of TBPL2 accumulation in the oocyte nuclei or TBPL1 accumulation in male germ cell nuclei coincides with the phase of meiosis I^15,28,46^. It is thus conceivable that TBPL2-TFIIA in oocytes or TBPL1-TFIIA during spermatogenesis are involved in the control of gene expression in a meiotic context to set up the corresponding transcriptome. Interestingly, both transcription complexes seem to function in a compacted chromatin environment in which TBP/TFIID probably cannot. However, while TBPL2 and TBP show contrasting expression patterns in the oocytes^28^, TBPL1 and TBP are co-expressed in spermatids^46,47^ and it has been suggested that TBPL1 is a testis-specific subunit of TFIIA that is recruited to PIC containing TFIID and might not primarily act independently of TFIID/TBP to control gene expression in round spermatids^48^. While TBPL1 forms a complex also with the TFIIA-αβ paralogue, ALF, in testis^48–50^, TBPL2 does not stably associate with ALF, in spite of the fact that it is expressed in oocytes^50^.

TBP-like factors are bipartite proteins with variable N-terminal domains and relatively well-conserved shared C-terminal domains (core domains) forming a saddle-like structure with a concave surface that is known to bind to DNA^17^. Interestingly, TBPL1 has a very short N-terminal domain^5,18^, suggesting that it lost some abilities to interact with partners. Our data suggest that despite their very high similarity (92% identity between the core domains of TBP and TBPL2; reviewed in ref. ^51^), TBP and TBPL2 display different properties as they seem to recognise different DNA sequences to regulate gene promoters with different promoter architectures. Our IP-MS analyses from ovary WCE indicate that contrary to TBP, TBPL2 does not interact with TAFs in growing oocytes. Our analyses in the NIH3T3-II10 cells that overexpress TBPL2 showed that TBPL2 can interact with TAFs in this artificial situation, albeit with less affinity compared to TFIIA, or TBP-TAFs interactions. 

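RNAs of nearly all TAF genes were present in growing WT oocytes. *Taf7l*, for a testis-enriched paralogue of TAF7, was almost absent, and *Taf9* and *Taf15* were present at low levels. *Taf4*, for a core subunit of TFIID, and *Tbp* itself were lower in *Tbpl2*-/- oocytes. *Taf7*, for a regulatory subunit of TFIID, did not pass at P14 and was lower at P7.

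Of 23 *Taf* genes, 20 had a mean above 100 normalised counts in WT oocytes and 3 had not: *Taf7l* (1.40 in P14 WT and 1.36 in P7 WT), *Taf9* (38.9 and 45.0) and *Taf15* (13.9 and 35.3). For *Taf9* 73.8% of the exons overlap *Ak6*, and reads in the overlap are not counted. With a limit of 10 normalised counts 22 of the 23 were detected.

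In P14 WT oocytes the other TFIID subunits had means of 1032 (*Taf1*), 1276 (*Taf2*), 7152 (*Taf3*), 6038 (*Taf5*), 5847 (*Taf8*), 1524 (*Taf10*), 4088 (*Taf12*) and 925 (*Taf13*). The genes for SL1 subunits had 4205 (*Taf1b*), 1663 (*Taf1c*) and 562 (*Taf1d*), and those for SAGA-type subunits 3514 (*Taf5l*) and 3447 (*Taf6l*).

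At P14 10 of the 23 were lower and 6 higher. *Taf4* fell from 2548 ± 150.4 to 542 ± 62.9 (log2 −2.21, SE 0.139, adjusted p = 4.52e-09 by edgeR), *Taf4b*, for its germline paralogue, from 5130.3 to 2044 (log2 −1.31, SE 0.182, adjusted p = 1.87e-05), and *Taf9b*, for a paralogue of TAF9, from 15975 to 6296 (log2 −1.32, SE 0.121, adjusted p = 2.00e-07). *Tbp*, of which 19.0% of the exons overlap another gene, fell from 6485 to 3601 at P14 (log2 −0.83, SE 0.0944, adjusted p = 2.20e-06) and from 6540.2 to 3096 at P7 (log2 −1.06, SE 0.0949, adjusted p = 1.50e-07), with the opposite sign at P7 (0.29) by the mitochondrial scaling. *Taf7* went from 11319 ± 1944 to 12679 ± 262 at P14 (log2 0.19, SE 0.130, adjusted p = 0.238) and fell from 14128 to 10238 at P7 (log2 −0.45, SE 0.130, adjusted p = 0.00791), with the opposite sign at P7 (0.98) by the mitochondrial scaling. *Taf6* (2761 to 4407, log2 0.70, SE 0.131, adjusted p = 2.96e-04) and *Taf11* (1720.4 to 3255, log2 0.94, SE 0.119, adjusted p = 6.34e-06), for histone-fold subunits, rose, but by the mitochondrial scaling their changes, 0.25 and 0.54, did not pass, and 26.5% and 16.2% of their exons overlap other genes.

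For TFIID subunits 7 of 16 were lower, 4 higher and 5 did not pass, the same over the list alone, with 3 lower and 7 higher by library size and 3 lower and none higher by the mitochondrial mRNAs (median −0.26, camera's adjusted p = 0.492). Of 33 genes for RNA polymerase II and its initiation factors 14 were lower, 12 higher and 7 did not pass (14 and 13 over the list alone; median −0.10, camera's adjusted p = 0.642). Without P14 *Tbpl2*-/- replicate 2, 8 were lower, and 4 were by either other scaling, with none higher by the mitochondrial mRNAs. *Tbpl1*, for another TBP paralogue, fell from 691 to 268 (log2 −1.35, SE 0.164, adjusted p = 4.48e-06), with 12.4% of its exons overlapping another gene. *Gtf2e1*, for a subunit of TFIIE, rose from 577 to 1261 (log2 1.15, SE 0.151, adjusted p = 9.30e-06) but did not pass by the mitochondrial scaling (0.74). Of 10 genes for SL1, TFIIIB and SAGA-type TAF proteins 4 were lower, 3 higher and 3 did not pass (4 and 4 over the list alone; median 0.07 and mean −0.01, of opposite sign; camera's adjusted p = 0.780). The lower ones were 2 without P14 WT replicate 3 or P14 *Tbpl2*-/- replicate 1, the higher ones 1 without P14 WT replicate 2, and by either other scaling 1 was lower, with 6 higher by library size and none by the mitochondrial mRNAs. *Taf1a*, for a subunit of SL1, fell from 22345 to 12285 (log2 −0.84, SE 0.116, adjusted p = 1.50e-05).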

Our transcriptomic data indicate that all *Taf* mRNAs, except *Taf7l*, are detected in growing oocytes (Supplementary Data 5). However, whether they are also expressed in oocytes at the protein level is not yet known, except for TAF4B that has been detected in female neonate oocytes^52^. Nevertheless, our data suggest that TAF7 is expressed, but localised to the cytoplasm. It is conceivable that, similarly to *Tbp* mRNA that is transcribed, but not translated in oocytes^53^, *Taf* mRNA translations (other than *Taf7*) are also inhibited and thus, the canonical TFIID, or its building blocks, cannot be assembled, and as a result, the canonical TFIID is not present in the nuclei of growing oocytes. Another reason why TBPL2 does not interact with TAFs or ALF, but rather interacts with TFIIA could be its N-terminal domain that is very different from that of TBP (only 23% identity^51^).

TBPL2 proteins from different vertebrates show a high degree of similarity in their C-terminal core domains amongst themselves, but display very little conservation in their N-terminal domains^12^. It is interesting to note that TBPL2 deficiency leads to embryonic phenotypes in Xenopus^13^ and zebrafish^12^, because, contrary to the mouse, TBPL2 is still present in the embryo after fertilisation and thus may act in parallel with TBP in the transcription of specific embryonic genes^10,54^. The molecular mechanism by which TBPL2 controls the transcription of these specific sets of genes in frogs and in fish has not been studied. On the contrary, TBPL2 in mammals is only expressed in growing oocytes and the only phenotype that can be observed in mammals is female sterility^16,29^.

LTR retrotransposons, also known as ERVs, constitute ~10% of the mouse genome (reviewed in ref. ^55^). While their expression is generally suppressed by DNA methylation and/or repressive histone modifications, a subset of ERV subfamilies retains transcriptional activity in specific cell types^56^. ERVs are especially active in germ cells and early embryos (reviewed in ref. ^26^). Indeed, many genome-wide transcripts are initiated in LTRs, such as for example of MaLRs in mouse oocytes, which constitute ~5% of the genome^57^. Members of the MT subfamily of MaLRs are particularly active in oocytes and hundreds of MT LTRs have been co-opted as oocyte-specific gene promoters^27,58^. As LTR-initiated transcription units shape also the oocyte methylome, it will be important to analyse also how TBPL2 influences DNA methylation in oocytes.

Oocytes display remarkable post-transcriptional regulatory mechanisms that control mRNA stability and translation. During oogenesis, the oocyte genome is transcriptionally active, and the newly synthesised maternal mRNAs are either translated or stored in a dormant form (reviewed in ref. ^37^). The newly synthesised transcripts receive a long poly(A) tail and subsequently undergo poly(A) shortening in the oocyte cytoplasm, preventing translation. Until resumption of meiosis, mRNAs with a short poly(A) tail are stored in the cytoplasm in a dormant form (for a review, see ref. ^59^). Thus, poly(A) tail deadenylation, amongst other activities, coordinates post-transcriptional regulation of the oocyte mRNA pool. Interestingly, TBPL2 is regulating the activity of several deadenylation/decapping/decay complexes and in the absence of TBPL2, we observed apparent stabilisation of a significant number of transcripts, suggesting that in wild-type oocytes TBPL2 is indirectly inhibiting the translation of mRNAs, and/or inducing the degradation of the mRNAs, previously transcribed by TFIID/TBP-driven Pol II and deposited in the primordial follicular oocytes (Fig. 7). 

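Some RNAs for decay factors were already altered in *Tbpl2*-/- oocytes at P7. *Btg4* and *Dcp1a* were low at P7, and so was *Pabpn1l*. *Cnot1*, which did not pass at P14, was higher at P7. Whether any mRNA lives longer in *Tbpl2*-/- oocytes is not measured by these libraries, which give levels and no decay rates.

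*Btg4* fell from 75990.1 ± 16578 to 6980.3 ± 813 normalised counts at P7 (log2 −3.43, SE 0.153, adjusted p = 1.19e-10 by edgeR), *Dcp1a* from 21358 ± 5726 to 3532 ± 108 (log2 −2.58, SE 0.178, adjusted p = 1.15e-08), and *Pabpn1l* from 15325 to 752 (log2 −4.33, SE 0.517, adjusted p = 4.41e-05). *Cnot7* fell from 10035 to 3229 (log2 −1.62, SE 0.125, adjusted p = 3.27e-08), but its change by the mitochondrial scaling, −0.30, did not pass. *Cnot1* rose from 5425 to 14999.9 (log2 1.49, SE 0.350, adjusted p = 0.00384) and *Cnot10* from 3556 to 5764 (log2 0.72, SE 0.119, adjusted p = 8.99e-05).

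In the P7 comparison 18 of 32 deadenylation genes were lower and 8 higher (camera's adjusted p = 0.0524), 7 of 22 decapping genes were lower and 2 higher, and 7 of 17 exosome genes were lower and 6 higher. Without P7 *Tbpl2*-/- replicate 1 or replicate 2 a single decapping gene was higher. By library size 5 decapping genes were higher and 4 exosome genes lower. Scaled to the mitochondrial mRNAs the 3 lists had 14, 15 and 10 higher members at P7 and 3, 2 and 1 lower, which only follows the upward shift of nearly all genes under that scaling.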

To put in place the growing oocyte-specific maternal transcriptome TBPL2 is controlling the production of new mRNAs using a maternal-specific TSS grammar, as most of these transcripts will remain in the oocyte after transcriptional quiescence. Remarkably, as TBPL2 does not interact with Pol I and Pol III transcription machineries in the growing oocytes, this strongly suggest that rRNA and tRNA are deposited very early during oogenesis in amounts sufficient for the initiation of development.

**Fig. 7:**
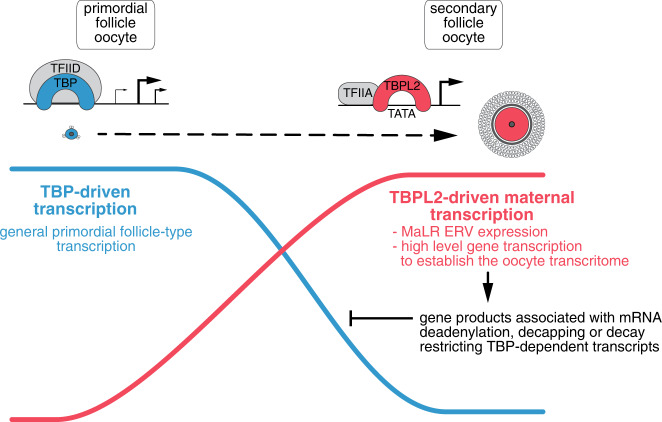
Transcriptome overhaul controlled by TBPL2/TFIIA during oocyte growth. At the beginning of oocyte growth, the transcriptome in primordial and early primary follicles (blue cell) depends on TFIID/TBP (blue complex) transcription from broad promoters (blue line). As TBP protein disappears, Pol II transcription initiation is mediated (red line) only by the oocyte-specific TFIIA/TBPL2 complex (red complex) from sharp promoters. At the growing oocyte stage (red cell) TFIIA/TBPL2 complex is responsible for initiating high levels of Pol II transcription, such as mammalian apparent LTR retrotransposons (MaLR) endogenous retroviral elements (ERV) expression and also the expression of genes of which the gene products survey/limit the stability and/or translatability of transcripts previously deposited by TFIID/TBP-dependent Pol II transcription.

Therefore, it seems that TBPL2 contributes to establish a novel TBPL2-dependent growing oocyte transcriptome and consequent proteome required for further development and oocyte competence for fertilisation (Fig. 7). The indirect regulation of previously deposited mRNAs by a global transcription regulator resembles the well-characterised maternal to zygotic transition (MZT), during which clearance of inherited transcriptome is mediated by de novo gene products generated by newly activated transcription machinery (reviewed in ref. ^59^). At hundreds of gene promoters, two distinct TSS-defining “grammars” coexist in close proximity genome-wide and are differentially utilised either by TBPL2/TFIIA in primary/secondary follicular oocytes, or by TBP/TFIID in primordial follicular oocytes or in the fertilised embryo. This again shows a striking parallel to MZT^23^, where multiple layers of information are embedded in the same promoter sequence, each representing a different type of regulatory grammar interpreted by dedicated transcription machinery depending on the cellular environment.

## Methods

### Cell lines and cell culture

The NIH3T3-II10 line overexpressing TBPL2 and the control NIH3T3-K2 have already been described^28^ and were maintained in high glucose DMEM supplemented with 10% of new-born calf serum at 37 °C in 5% CO_2_.

### Whole-cell extracts

NIH3T3-II10 and NIH3T3-K2 cells cultured in 15-cm dish were washed twice with 1× PBS, subsequently harvested by scrapping on ice. Harvested cells were centrifuged 1000 × *g* at 4 °C for 5 min and then resuspended in one packed cell volume of whole-cell extraction buffer (20 mM Tris-HCl pH 7.5, 2 mM DTT, 20% glycerol, 400 mM KCl, 1× protease inhibitor cocktail (PIC, Roche)). Cell lysates were frozen in liquid nitrogen and thawed on ice three times, followed by centrifugation at 20,817 × *g*, at 4 °C for 15 min. The supernatant was collected, and protein concentration was measured by Bradford protein assay (Bio-Rad). The cell extracts were used directly for immunoprecipitation and western blot, or stored at −80 °C.

Ovaries collected from postnatal day 14 (P14) CD1 and C57BL/6N female mice were homogenised in whole-cell extraction buffer [20 mM Tris-HCl pH 7.5, 2 mM DTT, 20% glycerol, 400 mM KCl, 5× PIC (Roche)]. Cell lysates were frozen in liquid nitrogen and thawed on ice for three times, followed by centrifugation at 20,817 × *g*, at 4 °C for 15 min. The supernatant extracts were used directly for immunoprecipitation.

### Antibodies and antibody purification

The antibodies are listed in Supplementary Table 1. The IGBMC antibody facility raised the anti-TBPL2 polyclonal 3024 serum against the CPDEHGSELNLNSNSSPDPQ peptide (amino acids 111–129) coupled to ovalbumin and injected into one 2-month-old female New-Zeland rabbit. The resulting serum was affinity purified by using the Sulfolink Coupling Gel (Pierce) following the manufacturer’s recommendations.

### Immunoprecipitation

Ovary extract were incubated with anti-GST (10 µg per IP), anti-TBP (10 µg per IP), anti-TBPL2 (3024, 12 µg (36 µg for gel filtration) per IP), anti-TAF7 (10 µg per IP), or anti-TAF10 (10 µg per IP)-coated Dynabeads (Invitrogen) at 4 °C overnight. After incubation, beads were washed 3 × 5 min at 4 °C with 500 mM KCl buffer [25 mM Tris-HCl (pH 7.9), 5 mM MgCl_2_, 10% glycerol, 0.1% NP40, 2 mM DTT, 500 mM KCl and 1× PIC (Roche)], then washed 3 × 5 min at 4 °C with 100 mM KCl buffer (25 mM Tris-HCl pH 7.9, 5 mM MgCl2, 10% glycerol, 0.1% NP40, 2 mM DTT, 100 mM KCl and 1×). Immunoprecipitated proteins were eluted with 0.1 M glycine pH 2.8 and neutralised with 1.5 M Tris-HCl pH 8.8.

Immunoprecipitation performed from whole-cell extracts of NIH3T3-II10 and NIH3T3-K2 cells were following the same procedures with protein G Sepharose beads (GE Healthcare): 18 µg of rabbit anti-TBPL2 (3024) and 15 µg anti-TBP per IP.

### Western blot analyses

Protein samples (15–25 µg of cell extracts or 15 µL of IP elution) were mixed with 1/4th volume of loading buffer (100 mM Tris-HCl pH 6.8, 30% glycerol, 4% SDS, 0.2% bromophenol blue and freshly added 100 mM DTT) and boiled for 10 min. Samples were then resolved on a 10% SDS-PAGE and transferred to a nitrocellulose membrane (Protran, Amersham). Membranes were blocked in 3% non-fat milk in 1× PBS at room temperature (RT) for 30 min, and subsequently incubated with the primary antibody overnight at 4 °C (dilution 1/1000). Membranes were washed three times (10 min each) with 1× PBS—0.05% Tween-20. Membranes were then incubated with HRP-coupled goat anti-mouse Ig (Jackson ImmunoResearch, #115-036-071, dilution 1/10,000) or HRP-coupled goat anti-rabbit Ig (Jackson ImmunoResearch, #115-035-144, dilution 1/10,000) for 1 h at RT, followed by ECL detection (Thermo Fisher). The signal was acquired with the ChemiDoc imaging system (Bio-Rad).

### Mass spectrometry analyzes and NSAF calculations

Samples were TCA precipitated, reduced, alkylated, and digested with LysC and Trypsin at 37 °C overnight. After C18 desalting, samples were analysed using an Ultimate 3000 nano-RSLC (Thermo Scientific, San Jose, CA) coupled in line with a linear trap Quadrupole (LTQ)-Orbitrap ELITE mass spectrometer via a nano-electrospray ionisation source (Thermo Scientific). Peptide mixtures were loaded on a C18 Acclaim PepMap100 trap column (75-μm inner diameter × 2 cm, 3 μm, 100 Å; Thermo Fisher Scientific) for 3.5 min at 5 μL/min with 2% acetonitrile (ACN), 0.1% formic acid in H_2_O and then separated on a C18 Accucore nano-column (75-μm inner diameter × 50 cm, 2.6 μm, 150 Å; Thermo Fisher Scientific) with a 240-min linear gradient from 5% to 50% buffer B (A: 0.1% FA in H_2_O/B: 80% ACN, 0.08% FA in H_2_O) followed with 10 min at 99% B. The total duration was set to 280 min at a flow rate of 200 nL/min.

Proteins were identified by database searching using SequestHT with Proteome Discoverer 1.4 software (Thermo Fisher Scientific) a combined Mus musculus database generated using Uniprot [https://www.uniprot.org/uniprot/?query=proteome:UP000000589&sort=score] (Swissprot, release 2015_11, 16730 entries) where five interesting proteins sequences (TrEMBL entries: TAF4, ATXN7L2, TADA2B, BTAF1 and SUPT3) were added. Precursor and fragment mass tolerances were set at 7 ppm and 0.5 Da, respectively, and up to two missed cleavages were allowed. Oxidation (M) was set as variable modification and Carbamidomethylation^©^ as fixed modification. Peptides were filtered with a false discovery rate (FDR) at 5%, rank 1 and proteins were identified with one unique peptide. Normalised spectral abundance factor (NSAF)^31^ were calculated using custom R scripts (R software version 3.5.3). Only proteins detected in at least two out of three of the technical or biological replicates were considered for further analyses.

### Gel filtration

A Superose 6 (10/300) column was equilibrated with buffer consisting of 25 mM Tris-HCl pH 7.9, 5 mM MgCl_2_, 150 mM KCl, 5% Glycerol, 1 mM DTT and 1× PIC (Roche). Five hundred μL of whole-cell extracts containing ∼5 mg of protein were injected in an ÄKTA avant chromatography system (Cytiva) and run at 0.4 mL/min. Protein detection was performed by absorbance at 280 nm and 260 nm. Five hundred μL fractions were collected and analysed by western blot and IP-MS.

### Animal experimentation

Animal experimentations were carried out according to animal welfare regulations and guidelines of the French Ministry of Agriculture, and procedures were approved by the French Ministry for Higher Education and Research ethical committee C2EA-17 (project n°2018031209153651). The Tg(*Zp3-Cre*), *Taf7*^flox^ and *Tbpl2*^-^ mouse lines have already been described^16,33,60^.

### Histology analyses of ovaries

Ovaries were collected from 6-week-old Tg(*Zp3-Cre*/+);*Taf7*^flox/+^ and Tg(*Zp3-Cre*/+);*Taf7*^flox/∆^ oocyte-specific mutant females, fixed in 4% paraformaldehyde (Electron Microscopy Sciences) overnight at 4 °C, washed three times in PBS at room temperature and embedded in paraffin. Five micrometre-thick sections were stained with haematoxylin and eosin, and images were acquired using a slide scanner Nanozoomer 2.0HT (Hamamatsu Photonics).

### Immunolocalization of TAF7 in the oocytes

Ovaries were dissected in PBS, fixed overnight in 4% PFA/PBS at 4 °C, rinsed three times in PBS, equilibrated in 30% sucrose/PBS, and embedded in Cryomatrix (Thermo Scientific) in liquid nitrogen vapour. Fifteen micrometre-thick sections were obtained on a Leica cryostat and stored at −80 °C. Sections were rehydrated in TBS (50 mM Tris, 150 mM NaCl, pH 7.5), and permeabilized with 0.5% Triton-X-100 (Sigma) and rinsed twice again in TBS before blocking in 3% BSA, 1% goat serum, 0.1% Tween-20 (Sigma). Immunolabeling was then performed using M.O.M^®^ Immunodetection Kit, Basic (Vector Laboratories, BMK-2202). Purified anti-TAF7 rabbit polyclonal antibody (dilution 1/300) was revealed using an Alexa Fluor 488 goat anti-rabbit IgG (Invitrogen #A-11108, dilution 1/1000). Sections were counterstained with DAPI (4′,6-diamidino-2-phenylindole dihydrochloride; Molecular Probes). Pictures were taken using a TCS SP5 Inverted confocal (Leica) with a ×40 Plan APO objective (CX PL APO 40x/1.25-0.75 OIL CS) and analysed using Fiji 2.0.

### Superovulation

Five units of pregnant mare serum (PMS) was injected intraperitoneally in 4-week-old female mice between 2 and 4 pm. After 44–46 h, GV oocytes were collected from the ovaries by puncturing with needles.

### Oocytes collection

After dissection, ovaries were freed from adhering tissues in 1× PBS. Series of six ovaries were digested in 500 µL of 2 mg/mL Collagenase (SIGMA), 0.025% trypsin (SIGMA) and 0.5 mg/mL type IV-S hyaluronidase (SIGMA), on a ThermoMixer (Eppendorf) with gentle agitation for 20 min. The digestion was then stopped by the addition of 1 mL of 37 °C pre-warmed αMEM−5% FBS. The oocytes were then size-selected under a binocular.

### RNA preparation

Pool of 100–200 oocytes collected were washed through several M2 drops, and total RNA was isolated using NucleoSpin RNAXS kit (Macherey-Nagel) according to the user manual. RNA quality and quantity were evaluated using a Bioanalyzer. Between 5 and 10 ng of RNA was obtained from each pool of oocytes.

### RNA-seq analyses

PolyA+ RNA-seq libraries were prepared using the SMART-Seq v4 UltraLow Input RNA kit (Clonetch) followed by the Nextera XT DNA library Prep kit (Illumina) according to the manufacturer recommendations from three biological replicates for each condition (P7 wild-type (WT), P7 *Tbpl2*^−/−^ mutant, P14 WT and P14 *Tbpl2*^−/−^ mutant oocytes) and sequenced 50 pb single end using an Illumina HiSeq 4000 (GenomEast platform, IGBMC).

Reads were preprocessed in order to remove the adapter, poly(A) and low-quality sequences (Phred quality score below 20). After this preprocessing, reads shorter than 40 bases were discarded for further analysis. These preprocessing steps were performed using cutadapt version 1.10^61^. Reads were mapped to spike sequences using bowtie version 2.2.8^62^, and reads mapping to spike sequences were removed for further analysis. Reads were then mapped onto the mm10 assembly of *Mus musculus* genome using STAR version 2.7.0f^63^. Gene expression quantification was performed from uniquely aligned reads using htseq-count version 0.9.1^64^, with annotations from Ensembl version 96 and “union” mode. Read counts were normalised across samples with the median-of-ratios method to make these counts comparable between samples, and differential gene analysis was performed using the DESeq2 version 1.22.2^65^. All the figures were generated using R software version 3.5.3.

### RT-qPCR

Complementary DNA was prepared using random hexamer oligonucleotides and SuperScript IV Reverse Transcriptase (Invitrogen) and amplified using LightCycler^®^ 480 SYBR Green I Master (Roche) on a LightCycler^®^ 480 II (Roche). Primers used for qPCR analysis are listed in Supplementary Table 2.

### Repeat element analyses

Data were processed as already described^66^ using Bowtie1 (version 1.2.2)^67^ instead of Maq. The repeatMasker annotation was used to identify the different types of repeat elements (Smit, AFA, Hubley, R & Green, P. RepeatMasker Open-4.0. 2013-2015 http://www.repeatmasker.org). Differential expression analyses were performed using DESeq2 (version 1.22.2)^65^. All the figures were generated using R custom scripts (version 3.5.3).

### SLIC-CAGE analyses

Twenty-eight and 13 ng of total RNA isolated from P14 oocytes (biological replicate 1 and replicate 2, ~500–1000 oocytes pooled for each replicate) and 15 ng of the total RNA isolated from P14 *Tbpl2*^−/−^ mutant oocytes (approximately 550 pooled oocytes) were used for SLIC-CAGE TSS mapping^43^. Briefly, 5 µg of the carrier RNA mix were added to each sample prior to reverse transcription, followed by the cap-trapping steps designed to isolate capped RNA polymerase II transcripts. The carrier was degraded from the final library prior to sequencing using homing endonucleases. The target library derived from the oocyte RNA polymerase II transcripts was PCR-amplified (15 cycles for P14 WT, 16 cycles for P14 *Tbpl2*^−/−^ mutant) and purified using AMPure beads (Beckman Coulter) to remove short PCR artifacts (<200 bp, size selection using 0.8× AMPure beads to sample ratio). The libraries were sequenced using HiSeq2500 Illumina platform in single-end, 50 bp mode (Genomics Facility, MRC, LMS).

Sequenced SLIC-CAGE reads were mapped to the reference *M. musculus* genome (mm10 assembly) using Bowtie2^62^ with parameters that allow zero mismatches per seed sequence (22 nucleotides). Uniquely mapped reads were kept for downstream analyses using CAGEr Bioconductor package (version 1.20.0)^68^ and custom R/Bioconductor scripts. Bam files were imported into R using the CAGEr package, where the mismatching additional G, if added through the template-free activity of the reverse transcriptase, was removed. Same samples sequenced on different lanes and biological replicates were merged prior to final analyses.

### Promoter analyses

In order to consider only the CAGE TSS dependent only on TBPL2, we removed all the P14 WT CAGE tags at the position where CAGE tags were also present in the P14 *Tbpl2*^*−/−*^ mutant CAGE tags dataset: for the rest of the analysis, this dataset was called “TBPL2-dependent” and we compared it to the P14 *Tbpl2*^−*/−*^ mutant CAGE data (hereafter called “TBPL2-independent”). Briefly, a CAGE set object was created from the TBPL2-dependent and TBPL2-independent CTSS files using CAGEr Bioconductor package (version 1.20.0)^68^, data were normalised using normalizeTagCount (fitInRange = c(5,1000), alpha = 1.53, *T* = 1e6) and the powerLaw option. Cluster of CTSS were collected using clusterCTSS (threshold = 1, thresholdIsTpm = TRUE, nrPassThreshold = 1, method = “distclu”, maxDist = 20, removeSingletons = TRUE, keepSingletonsAbove = 5). Width of the TSS regions was calculated using cumulativeCTSSdistribution and quantilePositions (clusters = “tagClusters”, qLow = 0.1, qUp = 0.9): interquantile width corresponds to the 10th–90th percentile of the total tag cluster signal. In order to compare the different samples, consensus promoters were computed using aggregateTagCluster (tpmThreshold = 3, qLow = 0.1, qUp = 0.9, maxDist = 100). Self-organising map (SOM) expression profiling was performed using getExpressionProfiles using a tpmThrshold of 3, the method “som”, xDim = 3 and yDim = 2. Shifting TSS were obtained after calculation of the cumulative distribution along the consensus clusters using cumulativeCTSSdistribution and calculation of the shift score using scoreShift with the Kolmogorov–Smirnov test. Shifting promoters were extracted using getShiftingPromoters (tpmThreshold = 3, scoreThreshold = -Inf, fdrThreshold = 0.01).

TSSs corresponding to the MaLR ERVS were identified after annotation using HOMER (version 4.10)^69^.

Sequence analyses were performed using Bioconductor R seqPattern (version 1.14) and R custom scripts. WW dinucleotides enrichment was computed using plotPatternDensityMap on −250/+250 regions centred on the dominant TSSs. TATA box position weight matrix (PWM) matches analyses were performed using the MotifScanScores function applied on the −35/−20 sequences centred on the dominant TSSs, using the TBP PWM provided in the SeqPattern package (derived from the JASPAR database). The distribution of the best match for each sequence was then plotted. Sequence Logo was created using Bioconductor R package SeqLogo.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

The datasets generated during the current study are available in different repositories: proteomic data; ProteomeXchange PRIDE database with accession PXD0316347, RNA-seq data; Gene Expression Omnibus database GSE140090 and SLIC-CAGE data; ArrayExpress E-MTAB-8866. Source data are provided with this paper.

## Source data

Source Data

## Code availability

RNA-seq data were analysed using Bioconductor package DESeq2, SLIC-CAGE data were analysed using Bioconductor package CAGEr. All custom codes are available upon request.

## References

[1] Roeder RG (2019). 50+ years of eukaryotic transcription: an expanding universe of factors and mechanisms. Nat. Struct. Mol. Biol..

[2] Haberle V, Stark A (2018). Eukaryotic core promoters and the functional basis of transcription initiation. Nat. Rev. Mol. Cell Biol..

[3] Tora L (2002). A unified nomenclature for TATA box binding protein (TBP)-associated factors (TAFs) involved in RNA polymerase II transcription. Genes Dev..

[4] Levine M, Cattoglio C, Tjian R (2014). Looping back to leap forward: transcription enters a new era. Cell.

[5] Ohbayashi T, Makino Y, Tamura TA (1999). Identification of a mouse TBP-like protein (TLP) distantly related to the drosophila TBP-related factor. Nucleic Acids Res..

[6] Teichmann M (1999). Human TATA-binding protein-related factor-2 (hTRF2) stably associates with hTFIIA in HeLa cells. Proc. Natl Acad. Sci. USA.

[7] Dantonel JC, Quintin S, Lakatos L, Labouesse M, Tora L (2000). TBP-like factor is required for embryonic RNA polymerase II transcription in *C. elegans*. Mol. Cell.

[8] Kaltenbach L, Horner MA, Rothman JH, Mango SE (2000). The TBP-like factor CeTLF is required to activate RNA polymerase II transcription during *C. elegans* embryogenesis. Mol. Cell.

[9] Veenstra GJC (2000). Distinct roles for TBP and TBP-like factor in early embryonic gene transcription in Xenopus. Science.

[10] Müller F, Lakatos L, Dantonel J, Strähle U, Tora L (2001). TBP is not universally required for zygotic RNA polymerase II transcription in zebrafish. Curr. Biol..

[11] Persengiev SP (2003). TRF3, a TATA-box-binding protein-related factor, is vertebrate-specific and widely expressed. Proc. Natl Acad. Sci. USA.

[12] Bártfai R (2004). TBP2, a vertebrate-specific member of the TBP family, is required in embryonic development of zebrafish. Curr. Biol..

[13] Jallow Z, Jacobi UG, Weeks DL, Dawid IB, Veenstra GJC (2004). Specialized and redundant roles of TBP and a vertebrate-specific TBP paralog in embryonic gene regulation in Xenopus. Proc. Natl Acad. Sci. USA.

[14] Zhang D, Penttila TL, Morris PL, Teichmann M, Roeder RG (2001). Spermiogenesis deficiency in mice lacking the Trf2 gene. Science.

[15] Martianov I (2001). Late arrest of spermiogenesis and germ cell apoptosis in mice lacking the TBP-like TLF/TRF2 gene. Mol. Cell.

[16] Gazdag E (2009). TBP2 is essential for germ cell development by regulating transcription and chromatin condensation in the oocyte. Genes Dev..

[17] Hernandez N (1993). TBP, a universal eukaryotic transcription factor?. Genes Dev..

[18] Rabenstein MD, Zhou S, Lis JT, Tjian R (1999). TATA box-binding protein (TBP)-related factor 2 (TRF2), a third member of the TBP family. Proc. Natl Acad. Sci. USA.

[19] Hansen SK, Takada S, Jacobson RH, Lis JT, Tjian R (1997). Transcription properties of a cell type-specific TATA-binding protein, TRF. Cell.

[20] Ohbayashi T (2003). Vertebrate TBP-like protein (TLP/TRF2/TLF) stimulates TATA-less terminal deoxynucleotidyl transferase promoters in a transient reporter assay, and TFIIA-binding capacity of TLP is required for this function. Nucleic Acids Res..

[21] Carninci P (2006). Genome-wide analysis of mammalian promoter architecture and evolution. Nat. Genet..

[22] Lenhard B, Sandelin A, Carninci P (2012). Metazoan promoters: emerging characteristics and insights into transcriptional regulation. Nat. Rev. Genet..

[23] Haberle V (2014). Two independent transcription initiation codes overlap on vertebrate core promoters. Nature.

[24] Jagarlamudi K, Rajkovic A (2012). Oogenesis: transcriptional regulators and mouse models. Mol. Cell Endocrinol..

[25] Pedersen T, Peters H (1968). Proposal for a classification of oocytes and follicles in the mouse ovary. J. Reprod. Fertil..

[26] Thompson PJ, Macfarlan TS, Lorincz MC (2016). Long terminal repeats: from parasitic elements to building blocks of the transcriptional regulatory repertoire. Mol. Cell.

[27] Peaston AE (2004). Retrotransposons regulate host genes in mouse oocytes and preimplantation embryos. Dev. Cell.

[28] Gazdag E, Rajkovic A, Torres-Padilla M-E, Tora L (2007). Analysis of TATA-binding protein 2 (TBP2) and TBP expression suggests different roles for the two proteins in regulation of gene expression during oogenesis and early mouse development. Reproduction.

[29] Malecova B (2016). TBP/TFIID-dependent activation of MyoD target genes in skeletal muscle cells. eLife.

[30] Deato MDE (2008). MyoD targets TAF3/TRF3 to activate myogenin transcription. Mol. Cell.

[31] Zybailov B (2006). Statistical analysis of membrane proteome expression changes in Saccharomyces cerevisiae. J. Proteome Res..

[32] Helmlinger D, Tora L (2017). Sharing the SAGA. Trends Biochem. Sci..

[33] Lewandoski M, Wassarman KM, Martin GR (1997). Zp3–cre, a transgenic mouse line for the activation or inactivation of loxP-flanked target genes specifically in the female germ line. Curr. Biol..

[34] Vannini A, Cramer P (2012). Conservation between the RNA polymerase I, II, and III transcription initiation machineries. Mol. Cell.

[35] Dong J (1996). Growth differentiation factor-9 is required during early ovarian folliculogenesis. Nature.

[36] Galloway SM (2000). Mutations in an oocyte-derived growth factor gene (BMP15) cause increased ovulation rate and infertility in a dosage-sensitive manner. Nat. Genet..

[37] Bettegowda A (2007). Mechanisms of maternal mRNA regulation: implications for mammalian early embryonic development. Front. Biosci..

[38] Timmers HTM, Tora L (2018). Transcript buffering: a balancing act between mRNA synthesis and mRNA degradation. Mol. Cell.

[39] Yu C (2016). BTG4 is a meiotic cell cycle-coupled maternal-zygotic-transition licensing factor in oocytes. Nat. Struct. Mol. Biol..

[40] Wolf J, Passmore LA (2014). mRNA deadenylation by Pan2-Pan3. Biochem. Soc. Trans..

[41] Ma J, Flemr M, Strnad H, Svoboda P, Schultz RM (2013). Maternally recruited DCP1A and DCP2 contribute to messenger RNA degradation during oocyte maturation and genome activation in mouse. Biol. Reprod..

[42] Veselovska L (2015). Deep sequencing and de novo assembly of the mouse oocyte transcriptome define the contribution of transcription to the DNA methylation landscape. Genome Biol..

[43] Cvetesic N (2018). SLIC-CAGE: high-resolution transcription start site mapping using nanogram-levels of total RNA. Genome Res..

[44] Cvetesic, N. et al. Global regulatory transitions at core promoters demarcate the mammalian germline cycle. Preprint at https://www.biorxiv.org/content/10.1101/2020.10.30.361865v2 (2020).

[45] Törönen P, Kolehmainen M, Wong G, Castrén E (1999). Analysis of gene expression data using self-organizing maps. FEBS Lett..

[46] Zhang D, Penttila TL, Morris PL, Roeder RG (2001). Cell- and stage-specific high-level expression of TBP-related factor 2 (TRF2) during mouse spermatogenesis. Mech. Dev..

[47] Martianov I (2002). Distinct functions of TBP and TLF/TRF2 during spermatogenesis: requirement of TLF for heterochromatic chromocenter formation in haploid round spermatids. Development.

[48] Martianov I, Velt A, Davidson G, Choukrallah M-A, Davidson I (2016). TRF2 is recruited to the pre-initiation complex as a testis-specific subunit of TFIIA/ALF to promote haploid cell gene expression. Sci. Rep..

[49] Upadhyaya AB, Lee SH, DeJong J (1999). Identification of a general transcription factor TFIIAalpha/beta homolog selectively expressed in testis. J. Biol. Chem..

[50] Xiao L, Kim M, DeJong J (2006). Developmental and cell type-specific regulation of core promoter transcription factors in germ cells of frogs and mice. Gene Expr. Patterns.

[51] Müller F, Zaucker A, Tora L (2010). Developmental regulation of transcription initiation: more than just changing the actors. Curr. Opin. Genet Dev..

[52] Falender AE, Shimada M, Lo YK, Richards JS (2005). TAF4b, a TBP associated factor, is required for oocyte development and function. Dev. Biol..

[53] Akhtar W, Veenstra GJC (2009). TBP2 is a substitute for TBP in Xenopus oocyte transcription. BMC Biol..

[54] Jacobi UG (2007). TBP paralogs accommodate metazoan- and vertebrate-specific developmental gene regulation. EMBO J..

[55] Crichton JH, Dunican DS, Maclennan M, Meehan RR, Adams IR (2014). Defending the genome from the enemy within: mechanisms of retrotransposon suppression in the mouse germline. Cell Mol. Life Sci..

[56] Faulkner GJ (2009). The regulated retrotransposon transcriptome of mammalian cells. Nat. Genet..

[57] McCarthy EM, McDonald JF (2004). Long terminal repeat retrotransposons of Mus musculus. Genome Biol..

[58] Franke V (2017). Long terminal repeats power evolution of genes and gene expression programs in mammalian oocytes and zygotes. Genome Res..

[59] Vastenhouw NL, Cao WX, Lipshitz HD (2019). The maternal-to-zygotic transition revisited. Development.

[60] Gegonne A (2012). The general transcription factor TAF7 is essential for embryonic development but not essential for the survival or differentiation of mature T cells. Mol. Cell Biol..

[61] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet. J..

[62] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[63] Dobin A (2012). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[64] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[65] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[66] Fadloun A (2013). Chromatin signatures and retrotransposon profiling in mouse embryos reveal regulation of LINE-1 by RNA. Nat. Struct. Mol. Biol..

[67] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[68] Haberle V, Forrest ARR, Hayashizaki Y, Carninci P, Lenhard B (2015). CAGEr: precise TSS data retrieval and high-resolution promoterome mining for integrative analyses. Nucleic Acids Res..

[69] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

# Supplementary material for: TBPL2/TFIIA complex establishes the maternal transcriptome through oocyte-specific promoter usage
**Source:** Nat Commun. 2020 Dec 22;11:6439. doi: 10.1038/s41467-020-20239-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: anti TBPL2 immunoprecipitation coupled with mass spectrometry from ovary whole cell extracts (FDR5%, 1 peptide per protein);

Supplementary Data 2: anti TBP immunoprecipitation coupled with mass spectrometry from ovary whole cell extracts (FDR5%, 1 peptide per protein);

Supplementary Data 3: anti TAF7, anti TAF10 and anti TBPL2 sequential immunoprecipitation coupled with mass spectrometry from ovary whole cell extracts (FDR5%, 1 peptide per protein);

Supplementary Data 4: anti TBPL2 immunoprecipitation coupled with mass spectrometry from gel filtration fraction (FDR5%, 1 peptide per protein);

Supplementary Data 5: Differential gene expression analysis from post-natal (P) 7 and P14 oocytes (wild type vs *Tbpl2*^{-/-});

Supplementary Data 6: Gene ontology analyses using PANTHER from RNA seq data;

Supplementary Data 7: Gene ontology analyses using PANTHER from SLIC CAGE data (down regulated promoters TSS cluster).

How the deposited data were processed for this re-analysis (not part of the article)

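The analysis started from the table of genes that the authors deposited with the series, and no reads were aligned again. Its counts are the authors' counts of uniquely aligned reads per gene in each of 12 libraries, deposited as whole numbers. Its normalised counts are a signal that the authors computed by dividing each library by its median-of-ratios factor, and the group means and SDs given here were computed from it. The table's values per kb of transcript length are the authors' group means of that signal. The table also holds the authors' log2 fold changes with standard errors, the score of their Wald test, and the p-value of each test with its adjusted form, and these deposited columns were used only for comparison with the paper.

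According to the submitters' processing notes and the paper, base calls were made with bcl2fastq 2.17.1.14, adapter, poly(A) and low-quality sequence was trimmed with cutadapt, reads of spike sequences were removed with bowtie2, and the rest was aligned to mm10 with STAR 2.7.0f. HTSeq 0.9.1 counted reads per gene in union mode, and DESeq2 1.22.2 under R 3.5.3 tested differences with a Wald test. The strand setting of the counting was not found in these sources. In union mode a read that lies in the exons of 2 genes is not counted, which matters for genes that overlap others.

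Of 55450 genes in the table, all 55450 identifiers matched the annotation on GRCm38 (mm10), 36962 had at least 1 count and 17715 passed edgeR's filter on low counts. There were 108 symbols carried by more than 1 gene, and 4 symbols of the gene lists were not matched.

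Counts were analysed with edgeR 4.0.16 (quasi-likelihood fit with robust dispersion, TMM factors, F test, two-sided), limma 3.58.1 (camera and fry) and DESeq2 1.42.0 under R 4.3.3, with tables and figures made in Python 3.11.15 and matplotlib 3.10.9. A single fit of 4 group means over the 12 libraries gave 5 contrasts: *Tbpl2*-/- against WT at P14 and at P7, P14 against P7 in WT and in *Tbpl2*-/-, and the interaction of genotype and stage. Adjusted p-values are by Benjamini and Hochberg over the tested genes. A gene is called lower or higher with an adjusted p of at most 0.05 and a change of more than 2-fold, the limits of the paper's figure. Standard errors are the absolute log2 fold change divided by the square root of F. Group values are means with SD over 3 libraries.

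Gene lists, 23 of them, were written from general knowledge before the counts were examined, although the paper's figure of decay genes had been seen before the decay lists were written. A list is reported by the number of members lower, higher and not passing at an adjusted p of at most 0.05, by the median log2 fold change, and by camera with a preset correlation of 0.01 between genes, adjusted over the 23 lists, two-sided. Of the 7 lists that passed camera at P14, only the oocyte growth list also passed with a correlation estimated from the data. Genes are named by a fixed rule: those the paper names, the 10 largest P14 changes in each direction, the 5 largest at P7 and in the interaction (called genes with a mean above 100 normalised counts over the 12 libraries and, except for the interaction, all *Tbpl2*-/- libraries on the same side of all WT libraries, leaving out predicted genes, pseudogenes and clone names), and up to 3 members of each list in each direction, besides the most abundant genes and the members of the oocyte growth list that did not pass. For named genes, the share of 50-base stretches of a transcript also found in another gene was measured, and it is given where it is above 10%, or else the share of exons that overlap another gene.

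The p-values rest on 3 pools per group. The labels name the pools as biological replicates and do not tell which animals they come from. Within a stage, libraries of the 2 genotypes with the same replicate number did not resemble each other more than others. There 3 of 12 libraries correlated best with a library of their own number, so replicates were not paired. Between stages, correlations of deviations from the group mean were 0.263, 0.0953 and 0.0929 for same-number *Tbpl2*-/- libraries. For other numbers in *Tbpl2*-/- they ran from −0.215 to 0.150, and same-number WT libraries gave −0.0262, −0.0391 and 0.0196. Within groups the correlations between replicates were 0.981 to 0.992. The amplified reads carry no molecular identifiers, so reads copied from the same molecule count as separate reads. A permutation of 3 against 3 libraries allows 10 splits and a smallest share of 0.1.

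The 100 normalised reads that the paper gives for its correlation of fold changes were applied there to the mean over the 12 libraries, and were borrowed for detection, where they were applied to the mean of 3 libraries. Genes above the limit per kb of transcript use the median transcript length of the deposited table. The gene ontology enrichment was not run here, and the RT-qPCR, CAGE, repeat element and proteomic results are not analysed here.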

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

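The test of library scaling named below was chosen only after its result was seen, and the others were fixed before.

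The change caused by loss of *Tbpl2* differed between P7 and P14 for 2404 genes, and in 959 of them the log2 fold change was more negative at P14 and in 1445 more positive, a split that the mitochondrial scaling turned over (10320 and 57). The most negative differences were *Frmd4a* (−3.58), *Glis3* (−3.41), *Gramd1c* (−3.05), *Plxdc2* (−2.97) and *Entpd1* (−2.90), and the most positive *March11* (5.24), *Kcna5* (3.60), *Tmem171* (3.56), *Kctd15* (3.23) and *Khdc1c* (3.17), of which the last shares 43.1% of its 50-base stretches, most with *Khdc1a*. *Frmd4a* encodes a scaffold of cell polarity, *Glis3* a zinc finger factor, *Gramd1c* a sterol transporter, *Plxdc2* a membrane receptor and *Entpd1* an ectonucleotidase. *March11* encodes a ubiquitin ligase, *Kcna5* a potassium channel, *Tmem171* a membrane protein, *Kctd15* an adaptor of ubiquitin ligases and *Khdc1c* a KH-domain protein of oocytes. Of 100 divisions of the libraries within each stage, the real one and 99 drawn ones, 11 gave at least as many interaction genes as the real 2404, and the highest other gave 9469. Those that reached it besides the real one all part the genotypes in at least 1 stage (3 of 10 at P14 only, 6 of 13 at P7 only, and the one with the P7 labels turned around) and so carry the effect of genotype itself, and none of the 75 that mix the genotypes at both stages reached it. The large values point to a structure of the samples, and this test does not tell whether chance could give the number.

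Gene lists also shifted between the stages. By camera the interaction passed for ribosomal proteins (median 1.06, 49 members higher, adjusted p = 7.69e-15), nuclear respiratory chain genes (0.85, adjusted p = 2.69e-07), mitochondrial ribosome genes (0.44, adjusted p = 1.29e-06), granulosa markers (1.71, adjusted p = 0.000245), genes of the mitochondrial genome (1.82, adjusted p = 0.00427), oocyte growth genes (0.39, adjusted p = 0.00465), small-RNA genes (−0.39, adjusted p = 0.00587), prophase I genes (−0.52, adjusted p = 0.0134), immediate-early genes (0.63, adjusted p = 0.0205) and polymerase II initiation genes (0.27, adjusted p = 0.0397). With an estimated correlation none of these passed: adjusted p = 0.391, 0.570, 0.601, 0.381, 0.543, 0.381, 0.381, 0.391, 0.381 and 0.543 in the same order.

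Genes for ribosomal proteins, the respiratory chain and the mitochondrial ribosome, 231 together, were higher at P14 *Tbpl2*-/-, although as lists they did not pass camera with an estimated correlation (adjusted p = 0.537, 0.617 and 0.739). In P14 *Tbpl2*-/- replicates 1, 2 and 3 their median lay 0.77, 0.64 and 0.29 above that of all genes, a distance that no scaling factor can make, since it moves all genes of a library alike, so scaling leaves open only whether the RNAs rose in absolute amount. If short transcripts were favoured, lists matched for length would rise as well, but the median of the genes, 0.61, lay above the highest of 10000 matched lists, 0.35. If reads shared with pseudogenes were the cause, the 96 members with under 5% shared sequence would not rise, but their median was 0.56, with 0.27 in the lowest library. For the respiratory chain and mitochondrial ribosome genes, a relative rise in *Tbpl2*-/- oocytes or a slower loss stays open. Summed ribosomal protein RNAs ran from 45300 to 50125 normalised counts in P7 *Tbpl2*-/- libraries and from 33221 to 39061 at P14. In WT they ran from 41729 to 60364 at P7 and from 25662 to 26864 at P14. For these sums the values argue against a rise with age in *Tbpl2*-/- oocytes and show a smaller fall than in WT. The absolute amount of these RNAs per oocyte is not tested.

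Markers of granulosa cells were lower in the P7 *Tbpl2*-/- pools (camera's adjusted p = 0.00120, adjusted p = 0.346 with an estimated correlation). By the mitochondrial scaling, which raises nearly all genes at P7, 4 were lower and 4 higher. If fewer granulosa cells stuck to these oocytes, a second list of granulosa genes written before it was examined would fall as well, and 5 of its 9 tested members were lower with a median of −1.10. *Gja1*, for connexin 43, fell from 187 to 52.2 normalised counts, *Gata6*, for a GATA factor, from 135 to 31.8 and *Nr5a1*, for steroidogenic factor 1, from 126 to 38.6. The summed markers of blood, immune and endothelial cells fell as well, from 2339 to 934, with 2 of 5 lower. Only these 5 of the 16 listed markers had enough counts to be tested. In P14 WT much of the sum came from *Pecam1* alone, so the sum can follow a single gene and does not count such cells. The ovaries were digested with collagenase, trypsin and hyaluronidase, which detach granulosa cells, and the oocytes were then selected by size, but how many such cells were left was not measured, so a smaller number of granulosa cells is a candidate explanation. A lower level of these RNAs in granulosa cells that lack signals from *Tbpl2*-/- oocytes is not distinguished from it, and at P14 the median of the second list was −0.37, with *Runx1* at 4.63.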

How the results depend on the processing

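The alternative without marker and mitochondrial-genome genes was added after the results were seen, and the others were fixed before the counts were examined.

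Scaling had the largest effect. The mitochondrial mRNAs are an unsteady reference, which ran from 11558 to 27107 normalised counts among P14 WT libraries, so calls lost under it can reflect its variation. With library size only, P14 genes lower were 1556 (2589 in the standard setting) and higher 4922 (2967); with the mitochondrial mRNAs P14 higher were 1435, and P7 lower 630 (3027) and higher 10768 (2754). The mitochondrial scaling also gave 10377 interaction genes (2404), 17173 genes changing with stage in WT (3675) and 15574 in *Tbpl2*-/- (2451), nearly all of them in a single direction.

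The filters on expression lowered the numbers of called genes. Above 100 normalised reads P14 lower were 1706 and higher 1839, P7 higher 1592, WT stage 2100 and *Tbpl2*-/- stage 1218. Per kb of transcript P14 lower were 1587 and higher 1639, P7 lower 1908 and higher 1445, WT stage 1923 and *Tbpl2*-/- stage 1038.

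With replicate number as a block, which uses pairs that the genotypes within a stage do not show, P14 lower were 2592 and higher 2930. P7 lower were 2992 and higher 2739, interaction 2338, WT stage 3611 and *Tbpl2*-/- stage 2407. In the same fit, lower list members at P14 were 32 (oocyte growth), 16 (deadenylation), 8 (decapping), 28 (meiosis II) and 29 (spindle). The calls of *Taf1d* (−0.39) and *Brf1* (0.28) were lost at P14 and *Taf15* (1.13) gained one.

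Lists at P14: decapping genes lower were 5 with library size and 4 with the mitochondrial mRNAs (8), and spindle genes 17 and 18 (28). With an estimated correlation the camera p was 0.335 for deadenylation, 0.158 for meiosis II and 0.305 for spindle genes, so these lists no longer passed. With fry, used here as a test for a shift of the list in a shared direction and not against the other genes, decapping passed (0.00252). So did 8 other lists that camera did not pass.

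Genes that reversed with the mitochondrial mRNAs at P7: *Dcp2* 0.50, *Pan2* 0.43, *Cnot11* 0.28, *Cnot6* 0.37, *Cnot8* 0.0809, *Cnot3* 0.0744, *Tbp* 0.29, *Taf8* 0.81, *Taf3* 0.85, *Taf12* 1.27, *Taf1d* 0.76, *Taf13* 0.89, *Taf7* 0.98 and *Taf1b* 0.94. At P14: *Cnot9* −0.0869, *Taf5* −0.17, *Taf1c* −0.0717, *Taf5l* −0.0721 and *Brf1* −0.14. With library size at P14: *Cnot10* 0.39, *Taf6l* 0.36, *Taf1d* 0.0211 and *Taf13* 0.40.

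The median log2 fold change of the most abundant genes at P14 (−0.58) was −0.84 ranked by WT, −1.18 for the top 100, −0.44 for the top 1000, −0.17 with library size and −0.99 with the mitochondrial mRNAs. At P7 (−0.45) it was −0.78, −0.90, −0.23, −0.17 and, reversed, 0.90, where the median of all tested genes was 1.39. Component 1 held 74.5% of the variance of the 500 most variable genes (53.2% of all). The P7 difference in RNA per oocyte (0.782 pg) was −1.41 without P7 WT replicate 1, 4.05 without P7 WT replicate 2, −0.290 without P7 WT replicate 3 and −1.93 without P7 *Tbpl2*-/- replicate 3.

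Of 229 fold changes of named genes, DESeq2 left 226 the same and weakened 3, RLE factors did as well, library size left 197 the same and reversed 4, and the mitochondrial mRNAs left 155 the same and reversed 19. Leaving out 1 library left 216 to 228 the same. Without marker and mitochondrial-genome genes P14 lower were 2578 and higher 2955, P7 lower 2999 and higher 2740.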

Differences from the paper's values

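For the number of genes higher at P14 the paper gives 1396 and the standard setting gave 2967. The value differed from the paper's by less than 1.5-fold when libraries were scaled to the mitochondrial mRNAs (1435, but then 3309 were lower against 1802 in the paper), when genes needed 100 normalised reads (1839) or when they needed 100 normalised reads per kb of transcript (1639). It differed by more with DESeq2 (2947, with 2718 lower, also more than 1.5-fold from the paper), RLE factors (2877), library size only (4922), no filter (3428), the 6 libraries of the stage alone (2877), replicate number as a block (2930) and without each library in turn (2807 to 3167). The fold change and adjusted p limits are those of the paper. In the authors' table, genes above 100 normalised reads per kb of median transcript length in P14 WT or *Tbpl2*-/- gave 1802 lower and 1396 higher, the paper's values for both, and all genes gave 2712 and 2930. Called here and in the authors' table were 2539 lower and 2759 higher genes.

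For the oocytes in a pool, the paper's Methods give at most 200 and the sample labels give 400. For the RNA of a pool, the paper's Methods give at least 5 ng and the labels give 2.6 ng. No alternative was set for these values.

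The paper states that the mRNAs of all *Taf* genes except *Taf7l* are detected in growing oocytes. Above 100 normalised counts *Taf9* (38.9 in P14 WT and 45.0 in P7 WT) and *Taf15* (13.9 and 35.3) were not detected here either, which leaves 20 of 23. With at least 10 normalised counts, and with at least 1 count in each of the 6 WT libraries, 22 of 23 were detected, with *Taf7l* as the only exception, as the paper states.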

Other observations

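Prophase I genes were higher at P7 in 15 of 27 cases and lower in 6, with a median of 0.63, and *Tex11* rose by log2 3.31 and *Meiob* by log2 2.49. Small-RNA genes were higher in 11 of 26 cases and lower in 5 (lower in 1 by library size, and 21 higher and none lower by the mitochondrial mRNAs, which raise nearly all genes at P7), with *Piwil4* at log2 2.63 and *Piwil2*, for a PIWI protein of germ cells, at log2 2.08. Neither list passed camera at P7 (adjusted p = 0.0566 for prophase I and 0.154 for small-RNA genes, and adjusted p = 0.426 and 0.495 with an estimated correlation).

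Immediate-early genes were lower at P7 in 9 of 14 cases and higher in 4 (median −1.22, camera's adjusted p = 0.0435, adjusted p = 0.338 with an estimated correlation), with 4 lower by the mitochondrial scaling. *Dusp1* fell by log2 −3.99. All 7 tested genes of the mitochondrial genome were lower at P7, with a median of −1.43 (camera's adjusted p = 0.0524), but 4 without P7 WT replicate 2 or replicate 3. The summed mitochondrial mRNAs were 76116 ± 11544 normalised counts in P7 *Tbpl2*-/- and 224021 ± 90679 in P7 WT.

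The paper's discussion proposes that mRNAs made before oocyte growth are stabilised without TBPL2, and a hypothesis formed here from it is that RNAs which WT oocytes lose between P7 and P14 stay in *Tbpl2*-/- oocytes. If so, the genotype change at P14 and the stage change in WT would go in opposite directions beyond what the shared P14 WT libraries cause. Their covariance at P14 was −0.248. Simulated libraries with no change of stage or genotype gave −0.0211, so sampling noise in the shared libraries alone does not give this value. The simulation holds no real stage change. A stage change in WT that the mutant follows only in part lowers the covariance whatever its cause. The met prediction therefore does not single out loss of RNA. For P7 the prediction, set before the values were seen, was a covariance below 0 of the genotype change with the same stage change. It failed, since the covariance was 0.104 and simulation gave 0.0212. RNAs lost after P7 need not differ at P7, so this failure does not decide the hypothesis. Of the genes higher at P14 in *Tbpl2*-/-, 633 were lower at P14 than at P7 in WT (338 if independent), and of those lower in *Tbpl2*-/-, 552 were higher with stage in WT (242 if independent), which loss of RNA does not predict, and both pairs of comparisons share the P14 WT libraries, so *Tbpl2*-/- oocytes that lag behind in growth remain as open an explanation.

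The 12 libraries allow 10 splits of 3 against 3 for each comparison, too few for a share under 0.05, so only the real value and the highest other are given. At P14 the real split, 1 of 10, gave 2589 lower and 2967 higher genes, and 33 oocyte growth, 16 deadenylation, 8 decapping, 28 meiosis II and 28 spindle members lower, and the highest other split gave 0 for each by edgeR. At P7 it gave 3027 lower and 2754 higher, for the stage change in WT 3675 and in *Tbpl2*-/- 2451, and the highest other 0. Every other split mixes the 2 groups, so the real difference enters the spread within groups and pushes its calls towards 0. These values of 0 are no gauge of false calls. By unadjusted p below 0.05 with a change of more than 2-fold, the real and highest other numbers were 5742 and 391 at P14, 5956 and 302 at P7, 3916 and 596 for the stage change in WT and 2849 and 377 in *Tbpl2*-/-.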
